# The LPA1/ZEB1/miR-21-activation pathway regulates metastasis in basal breast cancer

**DOI:** 10.18632/oncotarget.3774

**Published:** 2015-04-27

**Authors:** Debashish Sahay, Raphael Leblanc, Thomas G. P. Grunewald, Srikant Ambatipudi, Johnny Ribeiro, Philippe Clézardin, Olivier Peyruchaud

**Keywords:** lysophosphatidic acid, ZEB1, miR-21, breast cancer, metastasis

## Abstract

Lysophosphatidic acid (LPA) is a bioactive lipid promoting cancer metastasis. LPA activates a series of six G protein-coupled receptors (LPA_1-6_). While blockage of LPA_1_ *in vivo* inhibits breast carcinoma metastasis, down-stream genes mediating LPA-induced metastasis have not been yet identified. Herein we showed by analyzing publicly available expression data from 1488 human primary breast tumors that the gene encoding the transcription factor ZEB1 was the most correlated with *LPAR1* encoding LPA_1_. This correlation was most prominent in basal primary breast carcinomas and restricted to cell lines of basal subtypes. Functional experiments in three different basal cell lines revealed that LPA-induced ZEB1 expression was regulated by the LPA_1_/Phosphatidylinositol-3-Kinase (Pi3K) axis. DNA microarray and real-time PCR analyses further demonstrated that LPA up-regulated the oncomiR miR-21 through an LPA_1_/Pi3K/ZEB1-dependent mechanism. Strikingly, treatment with a mirVana miR-21 inhibitor, or silencing LPA_1_ or ZEB1 completely blocked LPA-induced cell migration *in vitro*, invasion and tumor cell bone colonization *in vivo*, which can be restored with a mirVana miR-21 mimic. Finally, high *LPAR1* expression in basal breast tumors predicted worse lung-metastasis-free survival. Collectively, our results elucidate a new molecular pathway driving LPA-induced metastasis, thus underscoring the therapeutic potential of targeting LPA_1_ in patients with basal breast carcinomas.

## INTRODUCTION

Lysophosphatidic acid (LPA) is a naturally occurring bioactive lipid promoting cancer progression and metastasis [1, 2]. LPA exhibits growth-factor-like activities by mobilizing multiple intracellular signaling pathways down-stream a series of six G protein-coupled receptors (LPA_1–6_) that mediate proliferation, motility, and survival of both normal and cancer cells [1, 2]. Pharmacological blockage of LPA receptors with the pan-LPA antagonist BrP-LPA inhibits human breast MDA-MB-231 cancer cell motility *in vitro* and promotes tumor regression associated with a decrease in blood vessel density surrounding the tumors in a mouse xenograft model, suggesting that LPA signaling may be a potential therapeutic target for patients with breast cancers [3]. Among the LPA receptors, LPA_1_ is up regulated in many types of primary tumors, and plays an important role in regulating cancer malignancy due to pro-oncogenic and pro-metastatic properties [4]. Studies showed that induction of LPA_1_ expression induces metastasis in breast and ovarian cancer cells [5, 6] and stimulates in the motility of human pancreatic cancer cells [7]. Using immune compromised mice we demonstrated that expression of this receptor confers a high propensity to human breast cancer cells to induce bone metastasis [8]. Stable knockdown of LPA_1_ expression (using small-hairpin RNAs or treatments with the LPA_1–3_ antagonist Ki16425) inhibited the progression of osteolytic bone metastases by impairing breast cancer cell proliferation, motility and cytokine secretions [8]. Pharmacological inhibition of LPA_1_ with Debio-0719 inhibits spontaneous metastatic dissemination of breast cancer cells independently of primary tumor proliferation and angiogenesis [9]. In a later stage of cancer progression Debio-0719 induces breast metastasis dormancy in a murine model [10]. Therefore, LPA_1_ is an attractive target. However the underlying mechanism and the genes involved in LPA_1_-mediated breast cancer metastatic dissemination remains to be determined.

Breast carcinomas are currently classified in four molecular subtypes (luminal A, luminal B, HER2-enriched, basal-like) based on gene expression patterns [11]. The basal-type subgroup also refers as triple negative breast cancers (TNBC). Kennecke and colleagues in their seminal work determined that TNBC metastasize predominantly to the brain and lungs [12]. TNBC constitute 10%-20% of all breast cancers [13] and 70% of women with metastatic TNBC have a survival rate of less than 5 years [14]. Absence of estrogen receptor, progesterone receptor, and HER2/neu makes TNBC insensitive to some of the most effective therapies available for breast cancer treatment including HER2-directed therapy and endocrine therapies urging the need for identification of new molecular targets in TNBC.

In this study we investigated the activated genes involved in LPA-mediated metastatic dissemination of breast cancers. Using both genetic and pharmacological approaches *in vitro* and *in vivo* we demonstrate that the pro-invasive activity of LPA in TNBC cells depends on the LPA_1_/Pi3K/ZEB1/miR-21 activation cascade. These findings identify LPA_1_ as a potential therapeutic target for patients with triple negative breast cancers.

## RESULTS

### *LPAR1* expression correlates with *ZEB1* in basal breast cancers

In order to identify the genes correlated with *LPAR1*, we screened nine publicly available breast tumor databases (GSE2109; GSE5460; GSE1456; GSE2034; GSE12276; GSE3494; GSE2603; GSE7390; GSE16391) comprising of a total of 1488 patient samples. We found *ZEB1* to be the most correlated gene to *LPAR1* (Table 1). To further explore whether the correlation between *LPAR1* and *ZEB1* was specific to a particular subtype of breast cancer, we sub-grouped patient samples from 3 publicly available databases of primary breast tumor (GSE20685; GSE21653; GSE1456) into basal (*n* = 75) and non basal subtypes (*n* = 138) based on the ER, PR and HER2 receptor expression status. We found that the correlation between *LPAR1* and *ZEB1* was stronger in the basal subtype (R Spearma *n* = 0.59) of human primary breast tumors than the non-basal subtype (R Spearma *n* = 0.40) (Figures 1a and 1b). We then extracted the *LPAR1* and *ZEB1* expression data from 51 human breast cancer cell lines from the publically available database GSE12777, classified into basal (*n* = 24) and non basal subtypes (*n* = 27). We observed that 54.16% of the basal breast cancer cell lines expressed *LPAR1* and 37.5% expressed *ZEB1* above the overall means. In contrast, only 11.1% of the non basal breast cancer cell lines expressed *LPAR1* and none expressed *ZEB1* above the corresponding overall means (Figures 1c and 1d). Scatter plot analysis (Figures 1e and 1f) for *LPAR1* and *ZEB1* correlation in the non basal and basal breast cancer cell lines highlights the fact that *LPAR1* and *ZEB1* expression correlates significantly in the basal but not in the non-basal subtypes. We did not observe any positive correlation between *LPAR2* and *LPAR3* to *ZEB1* in either subtype (Supplementary Figures 1a, 1b, 1c, 1d, 1e and 1f).

**Table 1:** Highest positively correlated genes (Top50) to *LPAR1* in human primary breast tumors

Rank	Gene symbol	Coeff. of correlation	Gene name
**1**	ZEB1	**0,62178**	Zinc finger E Box-binding homeobox 1
**2**	TCF4	**0,58822**	Transcription factor 4
**3**	HTRA1	**0,58344**	HtrA serine peptidase 1
**4**	RECK	**0,56756**	reversion-inducing-cysteine-rich protein with kazal motifs
**5**	ZCCHC24	**0,55633**	zinc finger, CCHC domain containing 24
**6**	SPARCL1	**0,55544**	SPARC-like protein 1
**7**	SPON1	**0,54889**	Spondin 1
**8**	DCN	**0,54867**	Decorin
**9**	GLT8D2	**0,54800**	Glycosyltransferase 8 Domain Containing 2
**10**	ECM2	**0,54656**	Extracellular Matrix Protein 2
**11**	PDGFRL	**0,54478**	Platelet-Derived Growth Factor Receptor-Like
**12**	LRRC17	**0,54233**	Leucine rich repeat containing 17
**13**	EFEMP2	**0,54211**	EGF containing fibulin-like extracellular matrix protein 2
**14**	FBLN1	**0,53767**	Fibulin1
**15**	ZFPM2	**0,53689**	Zinc finger protein, FOG family member 2
**16**	OLFML1	**0,52800**	Olfactomedin-like 1
**17**	CFH	**0,52522**	Complement factor H
**18**	BICC1	**0,52456**	Bicaudal C homolog 1
**19**	KANK2	**0,52433**	KN motif and ankyrin repeat domains 2
**20**	PDGFC	**0,52278**	Platelet derived growth factor C
**21**	PLSCR4	**0,52189**	Phospholipid scramblase 4
**22**	FBN1	**0,52133**	Fibrillin 1
**23**	MMP2	**0,52089**	Matrix metallopeptidase 2
**24**	NDN	**0,52089**	Necdin, melanoma antigen (MAGE) family member
**25**	EDNRA	**0,51422**	Endothelin receptor type A
**26**	LDB2	**0,51378**	LIM domain binding 2
**27**	GAS7	**0,51322**	Growth arrest-specific 7
**28**	ZNF423	**0,51122**	Zinc finger protein 423
**29**	FSTL1	**0,50956**	Follistatin-like 1
**30**	CRISPLD2	**0,50467**	Cysteine-rich secretory protein LCCL domain containing 2
**31**	CTSK	**0,50222**	Cathepsin K
**32**	PCOLCE	**0,50022**	Procollagen C-endopeptidase enhancer
**33**	OMD	**0,49878**	Osteomodulin
**34**	SERPINF1	**0,49444**	Serpin peptidase inhibitor, clade F member 1
**35**	CDH11	**0,49089**	Cadherin 11, type 2, OB-cadherin (osteoblast)
**36**	ASPN	**0,48944**	Asporin
**37**	NAV3	**0,48933**	Neuron navigator 3
**38**	PMP22	**0,48733**	Peripheral myelin protein 22
**39**	TGFB3	**0,48611**	Transforming growth factor, beta 3
**40**	COPZ2	**0,48489**	Coatomer protein complex, subunit zeta 2
**41**	LAMA2	**0,47978**	Laminin, alpha 2
**42**	FERMT2	**0,47378**	Fermitin family member 2
**43**	PALLD	**0,47233**	Palladin, cytoskeletal associated protein
**44**	EHD2	**0,47211**	EH-domain containing 2
**45**	LUM	**0,46922**	Lumican
**46**	OLFML3	**0,46856**	Olfactomedin-like 3
**47**	PDGFRB	**0,46711**	Platelet-derived growth factor receptor, beta polypeptide
**48**	NID1	**0,46444**	Nidogen 1
**49**	THBS2	**0,46444**	Thrombospondin 2
**50**	ANGPTL2	**0,46411**	Angiopoietin-like 2

The table shows the top 50 highest positively correlated genes to *LPAR1* (204036_at) across 9 publically available breast tumor databases (GSE2109; GSE5460; GSE1456; GSE2034; GSE12276; GSE3494; GSE2603; GSE7390; GSE16391) comprising a total of 1488 samples. The list of correlated genes to *LPAR1* was extracted using R2 genomics analysis and visualization platform.

**Figure 1:**
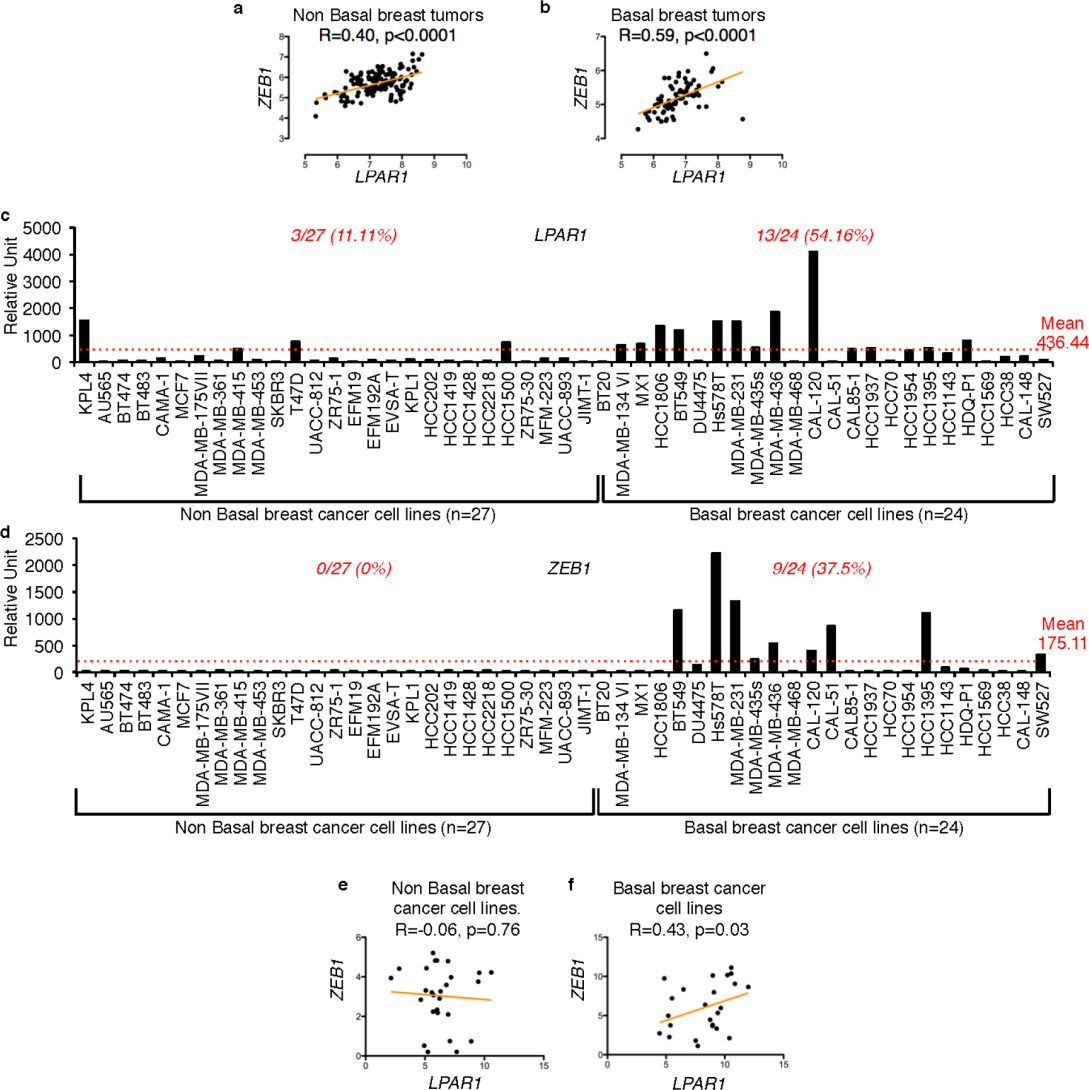
High correlation between *LPAR1* and *ZEB1* in basal breast cancer subtype Scatter plots for *LPAR1* and *ZEB1* gene correlation were constructed using data combined from three publically available databases (GSE20685, GSE21653, and GSE1456) of human primary breast tumors of **a.** non basal subtype (*n* = 138; r spearma *n* = 0.40) and **b.** basal subtype (*n* = 75, r spearma *n* = 0.59). **c.** *LPAR1* and d) *ZEB1* expression data from 51 breast cancer cell was extracted using BIOGPS online tool from GSE12777 data set, sub-classified into non basal (*n* = 27) and basal (*n* = 24) subtypes. The scatter plots are also shown for the correlation between *LPAR1* and *ZEB1* for both the e) non basal (*n* = 27; r spearman = −0.06) and **f.** basal (*n* = 24; r spearma *n* = 0.43) subtypes of human breast cancer cell lines.

### Functional blockade of LPA_1_ inhibits ZEB1 expression *in vitro* and *in vivo*

We chose the human basal breast cancer cell lines MDA-MB-231, MDA-BO2 and Hs578T to analyze the role of LPA and LPA_1_ on ZEB1 expression *in vitro* and *in vivo*. Stimulation with LPA caused significant up-regulation of ZEB1 mRNA and protein levels in all three cell lines (Figures 2a). LPA receptor expression screening showed that LPA_1_ was predominantly expressed in all the three cell lines (Figure 2b). While LPA_2_ was also expressed in MDA-MB-231 cells, all three cell lines had very low or undetectable levels of LPA_3–6_ (Figure 2b). To further validate the relationship between LPA_1_ and ZEB1 we used MDA-MB-231 cells, as they co-express both LPA_1_ and LPA_2_. Blocking LPA_1_ expression by transfecting these cells with siRNA specifically directed against LPA_1_ (Supplementary Figure 2a) as well as by treatment with the pharmacological antagonist of LPA_1/3_, Ki16425 [15] inhibited the LPA-induced ZEB1 expression at both mRNA and protein levels (Figures 2c and 2d).

**Figure 2:**
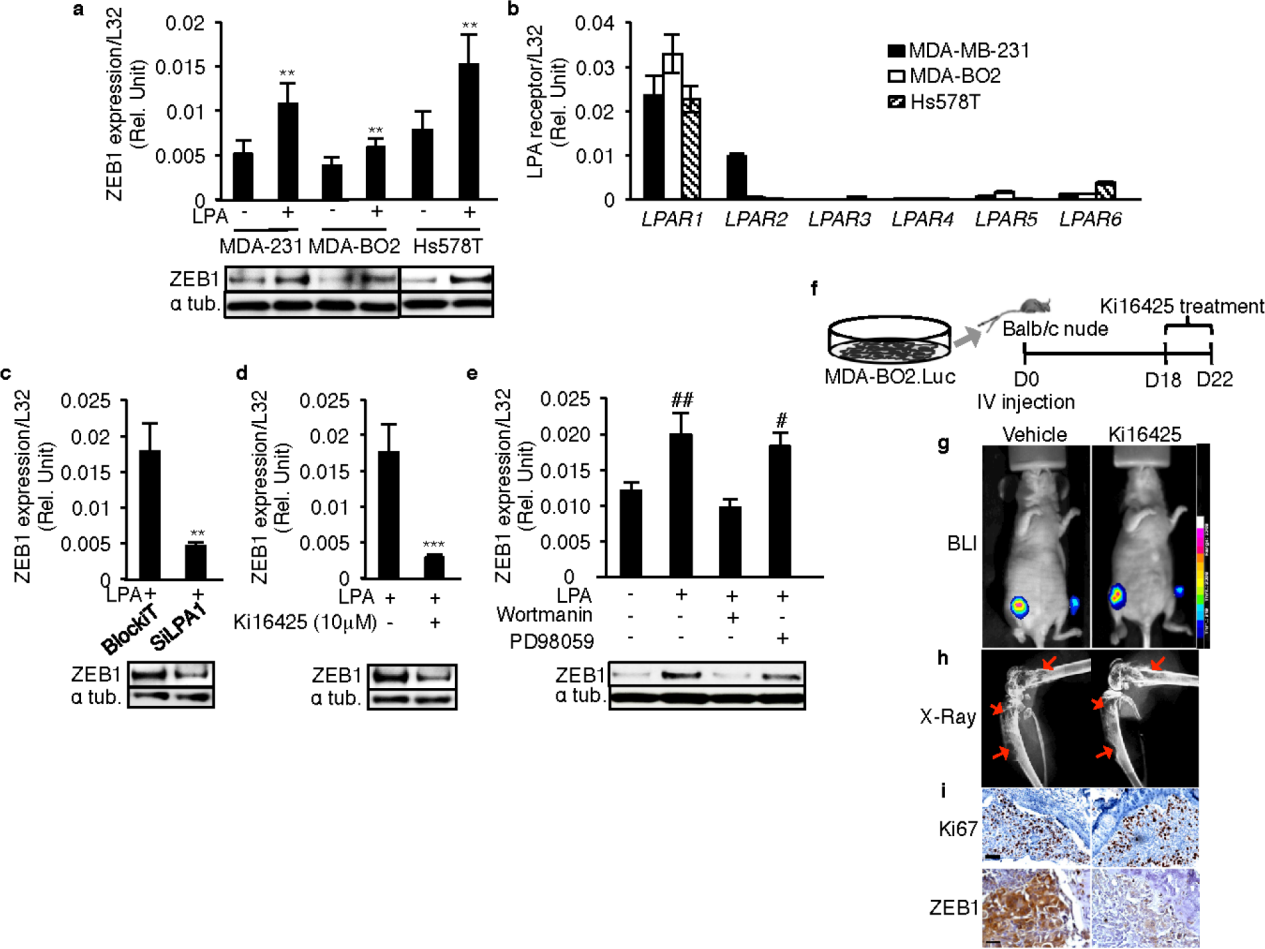
LPA_1_ mediates LPA-induced expression of ZEB1 *in vitro* and *in vivo* ZEB1 mRNA and protein levels were quantified in basal breast cancer cell lines **a.** MDA-231 (MDA-MB-231), MDA-BO2 and Hs578T basal human breast cancer cells on LPA (10 μM) stimulation. **, *p* < 0.01 vs correponding unstimulated cells using unpaired two-tailed student *t*-Test. **b.** Screening of LPA receptor expressions in MDA-MB-231, MDA-BO2 and Hs578T cells. ZEB1 mRNA and protein levels were quantified on MDA-MB-231 cells **c.** transfected with SiRNA against LPA_1_ and **d.** on treatment with Ki16425 (10 μM) in presence of LPA (10 μM) **, *p* < 0.01 vs BlockIT-transfected cells ; ***, *p* < 0.001 vs LPA stimulated MDA-MB-231 cells using unpaired two-tailed student *t*-Test. **e.** ZEB1 levels were quantified by Real time RT-PCR on treatment with PI3K inhibitor wortmannin or MEK1/2 inhibitor PD98059 in presence of LPA (10 **μM)** ZEB1 protein levels were also validated by Western blot. #, *p* < 0.05; ##, *p* < 0.01 vs unstimulated untreated 231 cells using one-way ANOVA with a Bonferroni pos*t*-test. **f.** MDA-BO2.luc cells were injected intravenously in Balb/c nude mice. The hind limbs were collected after 5 days of Ki16425 (25 mg/kg) treatment since the osteolytic lesions were observed by BLI (Day18). Images of **g.** BLI and **h.** X-Ray are shown from the vehicle treated and the Ki16425 treated group. **i.** Images of immunohistochemistry performed for Ki67 and ZEB1 are shown. The staining was done on 5 μM FFPE sections of the hind limbs collected from vehicle treated and Ki16425 treated groups. All values for results shown in panels A, B, C, D, I were the mean ± SD of 3 experiments.

To assess the effect of antagonizing LPA_1_ on ZEB1 expression *in vivo*, we used an animal model of pre-established bone metastases caused by MDA-MB/B02.Luc cells. A short treatment period (daily administration for 5 days) of Ki16425 from day 18 post-tumor cell injection (Figure 2f), had no effect on the extent of bone metastasis lesions detected by BLI (Figure 2g) and X-ray (Figure 2h) analyses. Immunohistochemistry analyses performed on the bone sections from tumor bearing hind limbs revealed no significant difference of Ki67 staining in Ki16425-treated group compared to vehicle-treated group, indicating that the agent had no effect on cell proliferation. In contrast, the signal intensity of ZEB1 staining in the Ki16425 group was markedly lower than that of the vehicle group (Figure 2i), suggesting that inhibition of LPA_1_ activity *in vivo* inhibits ZEB1 expression at the site of bone metastases.

To identify the signaling pathway regulating the LPA/LPA_1_-induced ZEB1 expression, we treated MDA-MB-231 cells with the Pi3K inhibitor wortmannin (1 μM) or the MEK1/2 inhibitor PD98059 (100 μM). Only wortmannin treatment was able to inhibit LPA-induced up-regulation of ZEB1 in these cells, suggesting that the LPA/LPA_1_-induced ZEB1 expression was mediated through a Pi3K-dependent signaling pathway (Figure 2e).

### LPA up regulates microRNA miR-21 through a LPA_1_–dependent mechanism

In order to further identify the genes involved in the metastatic properties of LPA, we carried out a microarray profiling of miRNAs in MDA-MB-231 cells in response to LPA stimulation (GSE64100). 

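MDA-MB-231 is a human breast cancer cell line, and LPA is the bioactive lipid whose short-term effect on its miRNAs was profiled. Cells kept without serum for 24 h were left unstimulated or exposed to 1 μM LPA for 45 min, with 3 samples per group. Total RNA, 100 ng per sample, was labelled with Cyanine-3 and hybridized for 20 h to 1-colour Agilent miRNA arrays, 1 array per sample. The arrays were of 2 designs. Design 1 carried the samples labelled unstimulated replicates 1 and 2 and LPA replicate 1, and design 2 carried those labelled unstimulated replicate 3 and LPA replicates 2 and 3. Each design had its own slide, scan date and extraction software version (10.7.3.1 and 11.5.1.1), which cannot be told apart. Each design held both groups, however, and design was a covariate in the tests unless said otherwise.
The deposited scanner intensities were background-subtracted and not scaled between arrays. Between 113 and 194 miRNAs were detected per array. Each miRNA present on both designs was read from its brightest probe, scaled on the array's median over the 107 miRNAs detected on all 6 arrays, raised to 1 common floor and put on the log2 scale. The 166 miRNAs detected on at least 3 arrays were tested with limma at a Benjamini-Hochberg adjusted p under 0.05. A miRNA is called higher or lower with LPA by the sign of its log2 difference with array design in the fit, which can differ from the order of the plain group means because the designs hold unequal numbers of each group. Of the 166, 41 lay at the floor on all 6 arrays and hold no measured difference. The replicates are not stated to be separate cultures, so the p-values measure the spread between samples, which may be technical.
The authors also deposited a table of normalized ratios for 182 miRNAs on the same arrays. The deviations of the arrays from their design's mean were compared across 107 miRNAs, which are not independent replicates. Over the 3 arrays of a design together, they ran alike in table and scanner intensities on design 2 (r = 0.904) and opposite on design 1 (r = -0.575). Array by array the correlation on design 2 was lower, at 0.554, 0.583 and 0.613 for unstimulated replicate 3 and LPA replicates 2 and 3. On design 1 it was -0.708, 0.176 and -0.713 for unstimulated replicates 1 and 2 and LPA replicate 1. The values that follow are also for single arrays. On design 1 the table's column for LPA replicate 1 followed the array labelled unstimulated replicate 1 (r = 0.853) and not the array labelled LPA replicate 1 (r = -0.713). The files do not show whether the scanner files or the table columns of design 1 carry the right labels, and every sample was kept as labelled. The paper's RT-qPCR showed a rise of miR-21 with LPA (Figure 3b), which does not settle it.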

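In the scaled scanner intensities, miR-21 was detected on all 6 arrays, and its level in LPA-stimulated MDA-MB-231 cells did not differ from that in unstimulated cells beyond the spread between replicates. In the authors' deposited table of the same arrays, miR-21 was higher in every LPA sample than in every unstimulated sample. The 2 sources thus gave different answers for miR-21, above all on design 1, where the deviations of their arrays ran opposite and the labels are in doubt. The other arm of the hairpin, miR-21-3p, was also past the threshold in the table and not in the scanner intensities.
miR-21-5p was read by the probe A_25_P00010975 (TCAACATCAGTCTGATAAGC), which the scanner files place on chromosome 17 of hg19 from 57918637 to 57918655; its gene MIR21 overlaps VMP1. The scaled log2 intensity of miR-21-5p was 6.50 ± 0.15 (SD, n = 3 arrays) in unstimulated cells and 6.53 ± 0.09 (SD, n = 3) with LPA. With array design in the fit, the log2 difference was 0.01 (standard error 0.11, limma adjusted p = 1). Its 95% confidence interval ran from -0.31 to 0.33, so with this scaling and the samples as labelled a rise above 1.26-fold lay outside it. The upper limit was 2.05-fold with scaling on the labelling spike-in and 2.17-fold with no scaling between arrays. The dose-dependent rise that the paper reports by RT-qPCR after 45 min, at its full size, lay above these limits. The paper's text gives no RT-qPCR value for the 1 μM of the arrays, and RT-qPCR is another measure, so the 2 are not directly comparable. An exact two-sided permutation test of 3 arrays against 3, without array design, gave p = 1, where 0.1 is the smallest p it allows. By log2 difference and with the samples as labelled, miR-21-5p held place 53 among the 97 miRNAs above the floor on all 6 arrays. This place rests on the labels of design 1, which are in doubt. On design 2 alone, with 1 unstimulated array and 2 LPA arrays, it held place 34 of all 166 miRNAs tested, against 68 of 166 with both designs. A second probe of miR-21-5p gave a log2 difference of 0.02.
Before scaling, the miR-21-5p signal was 15805, 10854 and 11532 on the arrays labelled unstimulated replicates 1, 2 and 3, and 10371, 17468 and 18450 on those labelled LPA replicates 1, 2 and 3. The unscaled log2 difference was therefore -0.34 within design 1 and 0.64 within design 2, and after scaling it was -0.03 and 0.04.
In the deposited table, the miR-21-5p ratio was 131, 113 and 225 in the columns labelled unstimulated replicates 1, 2 and 3. It was 355, 366 and 381 in those labelled LPA replicates 1, 2 and 3. All results of the table take these labels as given. Were its columns for unstimulated replicate 1 and LPA replicate 1 exchanged, the 2 groups would overlap. The log2 difference was 1.14 (standard error 0.23, limma adjusted p = 0.0374 over the 143 table miRNAs that were also tested on the scanner intensities). Over all 182 miRNAs of the table the adjusted p was 0.0745 and miR-21-5p held place 20. With each column of the table centred on its median, the log2 difference was 0.63 (standard error 0.25, limma adjusted p = 0.424 over the 143). Both of these settings were chosen after seeing the data. The exact permutation test on the table, also without array design, gave p = 0.1. miR-21-3p had a log2 difference of 0.11 in the scanner intensities (standard error 0.38, limma adjusted p = 1) and of 1.23 in the table (standard error 0.26, limma adjusted p = 0.0376). Its scaled log2 intensity on design 2 was -0.04 unstimulated, and 0.35 and 0.43 with LPA. On design 1, as labelled, it was -1.58 and -2.60 unstimulated, and -2.30 with LPA. For miR-21-3p the exact permutation test on the table gave p = 0.2.

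**Figure D1:**
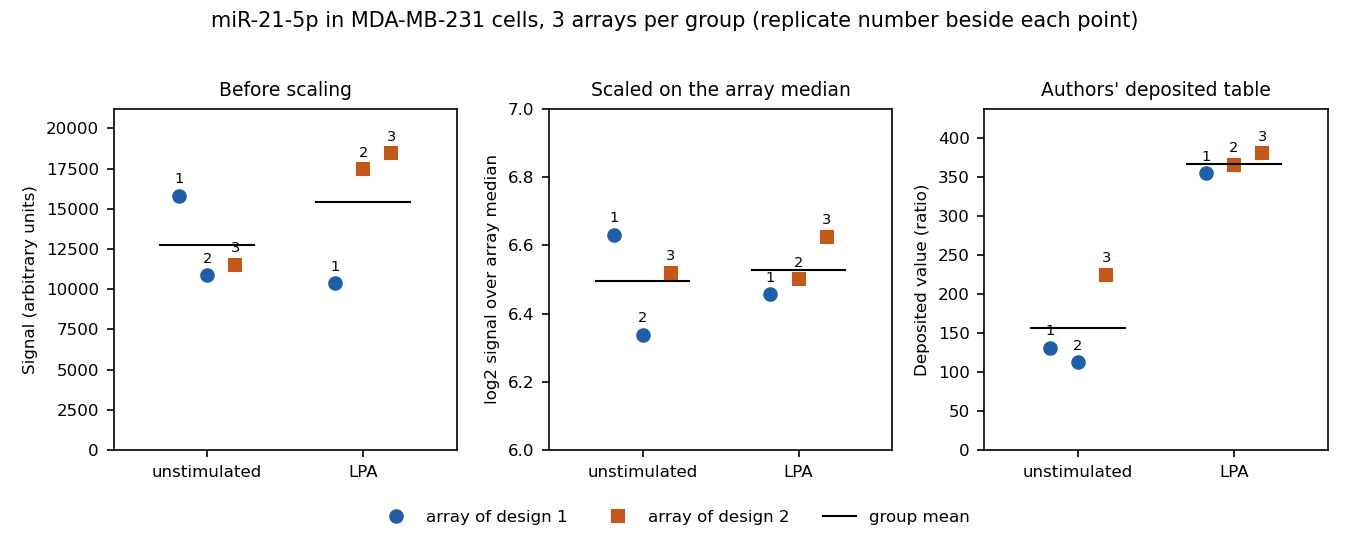
miR-21-5p per array in unstimulated and LPA-stimulated cells, as the signal before scaling in arbitrary units (left), the log2 signal over the array's median (middle, axis from 6 to 7) and the ratio in the authors' deposited table (right). Each point is 1 array, with its replicate number, its shape and colour give the array design, and lines are group means. As labelled, the groups overlap in the left and middle panels, while on the right the LPA samples lie between 355 and 381, above the highest unstimulated sample at 225. The labels of design 1 are in doubt, in the table as in the scanner intensities.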

Micro-RNA miR-21 was found to be one of the most up-regulated miRNAs in these cells following LPA stimulation (Figure 3a). MicroRNA miR-21 is known to act as an oncomiR, promoting metastasis in a large number of cancer types [16, 17]. Using the TaqMan RT-QPCR system, we confirmed the up-regulation of miR-21 by LPA in MDA-MB-231 cells and determined that LPA induced a dose-dependent increase in miR-21 expression by three to four folds after 45 min exposure (EC50 = 0.1 μM) that is sustained for at least 24 h (Figure 3b). In subsequent *in vitro* studies, cells were treated with LPA (10 μM) for 45min to reflect early exposure times of cells to LPA during the metastatic process. First, we observed that up regulation of miR-21 by LPA was a common feature between all the three basal human breast cancer cell lines, MDA-MB-231, MDA-B02 and Hs578T, (Figure 3c). As LPA_1_ was the predominant LPA receptor expressed by these cells, we silenced LPA_1_ expression by transient transfection of siLPA_1_. First, we confirmed that silencing LPA_1_ had no impact on the expression of the other LPA receptors (Supplementary Figure 2a, 2b, 2c). Intriguingly silencing LPA_1_ completely abolished LPA-induced miR-21 expression in all three cell lines (Figure 3d). Moreover, the treatment of the cells with Ki16425 inhibited LPA-induced miR-21 expression (Figure 3e). LPA is a constituent of the serum [18] that mediates tumor cells proliferation and invasion [8]. We found that Ki16425 treatment also inhibited miR-21 expression induced by serum in MDA-MB-231 cells (Figure 3f). To identify the signaling pathways regulating the *LPAR1*/miR-21 axis we used the same strategy as previously by treating the MDA-MB-231 cells with wortmannin or PD98059. Again, only wortmannin was able to inhibit LPA-induced miR-21 expression (Figure 3g), suggesting that LPA up-regulated miR-21 through an LPA_1_/PI3K-dependent mechanism.

**Figure 3:**
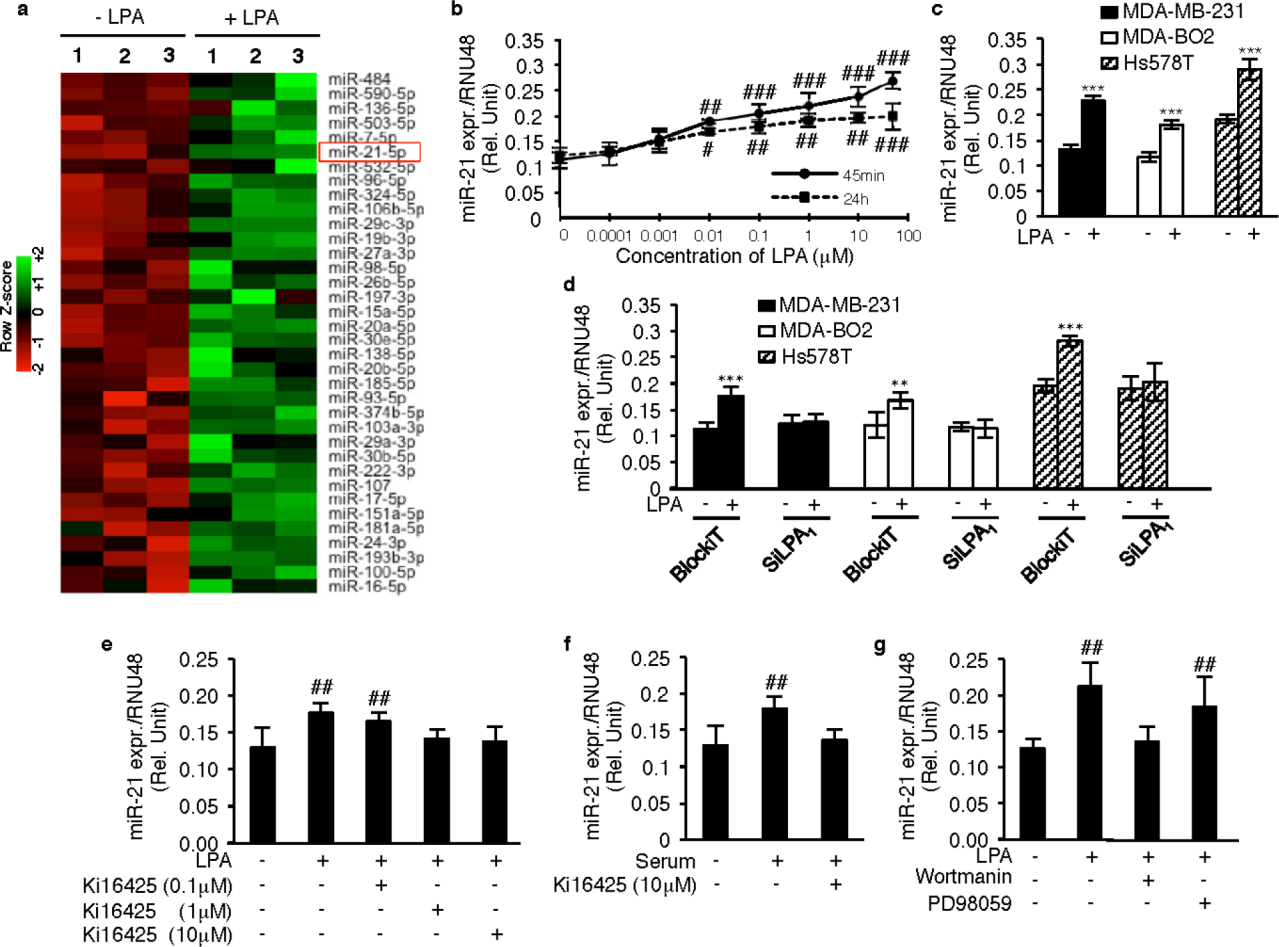
LPA_1_ regulates LPA-induced miR-21 expression **a.** Heat map was constructed for the upregulated miRNA's in MDA-MB-231 cells on LPA stimulation (1 μM) **b.** miR-21 expression was quantified using MDA-MB-231 on stimulation with an increasing dose of LPA (0.0001 **μ**M to 50 μM) at 45min and 24 h respectively. #, *p* < 0.05; ##, *p* < 0.01; ###, *p* < 0.001 vs Unstimulated 231 cells using one-way ANOVA with a Bonferroni pos*t*-test. **c.** qRT-PCR analysis of miR-21 was performed on MDA-MB-231, MDA-BO2 and Hs578T on LPA stimulation (10 μM) ***, *p* < 0.001 vs unstimulated 231/BO2 cells using unpaired two-tailed student *t*-Test. **d.** Relative expression of miR-21 was quantified by Real time RT-PCR by performing transient transfection with SiRNA against LPA_1_, and BlockiT (control SiRNA) on MDA-MB-231, MDA-BO2 and Hs578T cells on LPA (10 μM) stimulation. **, *p* < 0.01 vs BlockiT transfected unstimulated 231/BO2/Hs578T cells using unpaired two-tailed student *t*-Test. **e.** miR-21 relative expression was quantified in MDA-BO2 cells on treatment with different doses (0.1 μM, 1 μM, 10 μM) of Ki16425 (LPA_1_ and LPA_3_ antagonist) in presence of LPA (10 μM) or **f.** in presence of serum. ##, *p* < 0.01 vs Unstimulated BO2 cells using one-way ANOVA with a Bonferroni pos*t*-test; **, *p* < 0.01 vs unstimulated BO2 cells using unpaired two-tailed student *t*-Test. **g.** miR-21 levels were quantified by Real time RT-PCR on treatment with PI3K inhibitor (wortmannin) or MEK1/2 inhibitor (PD98059) in presence of LPA (10 μM) ##, *p* < 0.01 vs unstimulated untreated 231 cells using one-way ANOVA with a Bonferroni pos*t*-test. All values for results shown in panels B, C, D, E, F, G were the mean ± SD of 3 experiments.

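Of the 36 miRNAs named in the heat map of Figure 3a, 17 had a log2 difference above 0 and 13 one below 0 in the scaled scanner intensities, with array design in the fit. This tally takes the samples of design 1 as labelled, which is in doubt; on design 2 alone, with 1 unstimulated array, 16 were above 0 and 13 below 0. By plain group means, without array design, 8 were higher with LPA. The count above 0 depends on the signal and the scaling: it was 2 with the 75th percentile, 3 with the total gene signal and 26 with no scaling between arrays. miR-484, miR-503-5p, miR-7-5p and miR-532-5p lay at the floor on all 6 arrays, and miR-590-5p and miR-136-5p were detected on too few arrays to be tested. The differences were small, from -0.23 for miR-30e-5p to 0.21 for miR-374b-5p on the log2 scale. In the deposited table, with array design in the fit and the columns as labelled, the log2 difference was above 0 for all 36.
None of the 34 tested miRNAs of the heat map was past the limma threshold over all miRNAs or adjusted over the list alone; this list was chosen by the study on the same samples. At an unadjusted p under 0.05, 0 were higher and 1 was lower, miR-20a-5p, with a log2 difference of -0.07 (standard error 0.01, limma adjusted p = 0.319). The standard error was 0.28 for miR-374b-5p and 0.19 for miR-30e-5p, each with a limma adjusted p of 1. The log2 difference with array design in the fit was 0.03 for miR-16-5p, 0.05 for miR-107 and -0.02 for miR-17-5p; the plain means of all 3 were lower with LPA.
Of the same 34 miRNAs, 22 were higher past the threshold in the deposited table and 0 were lower (limma over 143 miRNAs). This too takes the table's columns of design 1 as labelled, which is in doubt. miR-484 had the largest log2 difference there, 2.83 (standard error 0.72, limma adjusted p = 0.0463), while its unscaled scanner signal lay between 3.1 and 7.9 on all 6 arrays. The log2 difference in the table was 1.13 for miR-7-5p, 0.74 for miR-20a-5p, 0.77 for miR-30e-5p and 0.52 for miR-16-5p. Over all 182 miRNAs of the table, a setting chosen after seeing the data, the median log2 difference of the 36 was 0.78, and 0 were past the limma threshold over all miRNAs, against 24 adjusted over the list alone.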

### LPA-induced ZEB1 expression up regulates miR-21 in human primary breast tumors

As LPA mediated up regulation of both ZEB1 and miR-21 through a common LPA_1_/PI3K axis, and because the strong correlation between ZEB1 and *LPAR1,* we examined the correlation between *LPAR1, ZEB1* and miR-21 in human primary breast tumors. *LPAR1/miR-21*, *ZEB1/miR-21* and *LPAR1/ZEB1* pairwise correlations were determined using data from in three publically available human breast cancer databases containing both mRNA and microRNA data (GSE5460; GSE16391; GSE12276). We found that *ZEB1/miR-21*, *LPAR1/ZEB1* and *LPAR1/miR-21* correlated significantly in all three databases (Figures 4a–4c).

**Figure 4:**
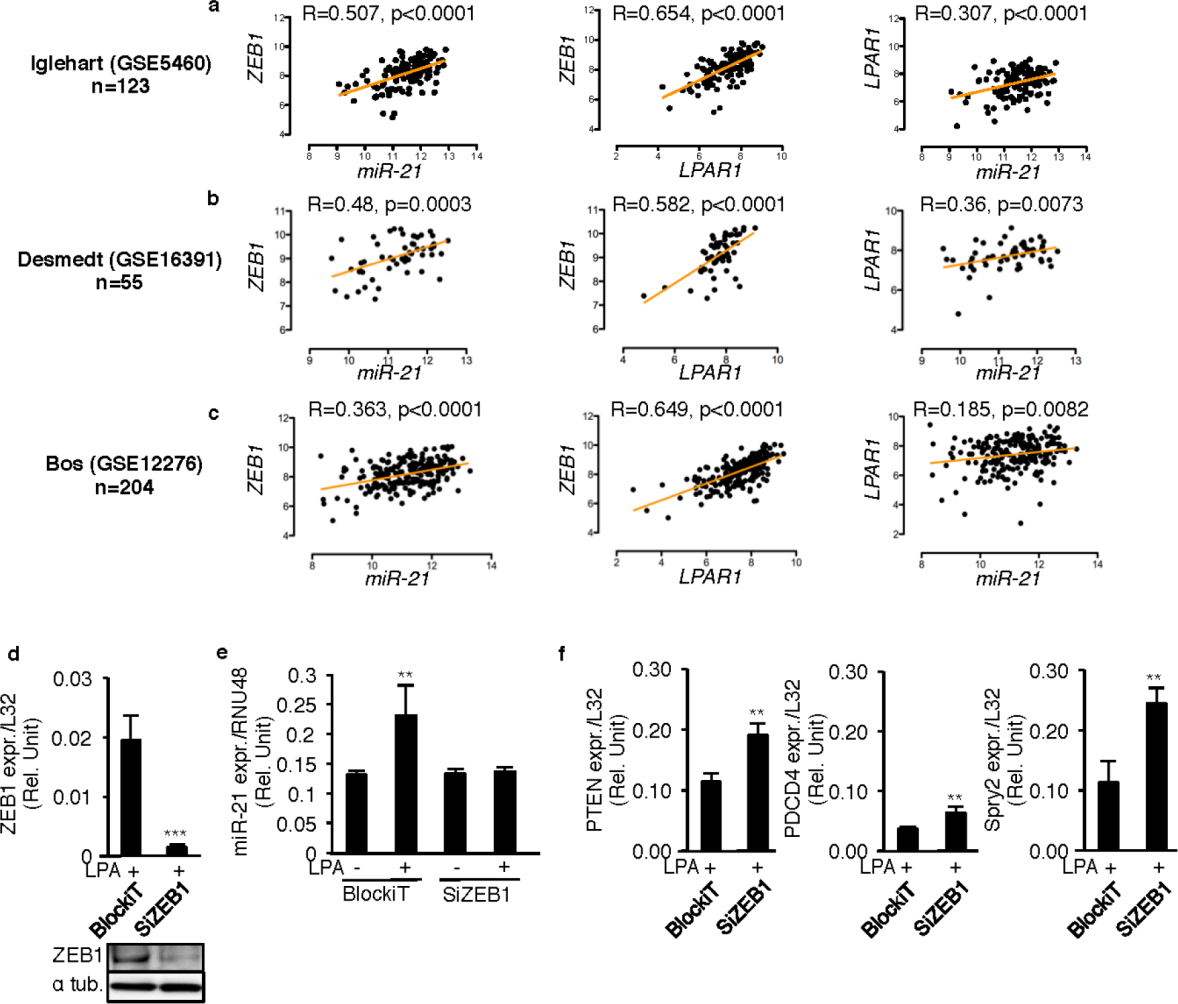
ZEB1 controls LPA-induced miR-21 expression through LPA_1_ activity Scatter plots of *miR-21* expression and *LPAR1* expression; *miR-21* expression and *ZEB1* expression; *LPAR1* expression and *ZEB1* expression were constructed with the Log2 tranformed values extracted from three publically available databases **a.** GSE5460, **b.** GSE16391, **c.** GSE12276 using R2 genomics analysis and visualization platform. Analysis of correlation and computation of linear regression of the data were performed using Prism v5.0b (GraphPad Software, Inc.). *p* < 0.05 were considered significant. MDA-MB-231 cells were transiently transfected with synthetic SiRNA's against ZEB1 (SiZEB1) and the control SiRNA (BlockiT) in presence of LPA (10 μM) **d.** ZEB1 levels were quantified to validate the efficacy of the SiZEB1. ***, *p* < 0.001 vs BlockIT transfected LPA stimulated cells using unpaired two-tailed student *t*-Test. **e.** miR-21 levels were quantified by taqman real time RT-PCR. **, *p* < 0.01 vs BlockIT transfected unstimulated 231 cells using unpaired two-tailed student *t*-Test. **f.** The mRNA levels of the target genes of miR-21 (PTEN, PDCD4, SPRY2) were quantified in the SiZEB1 and the BlockiT transfected MDA-MB-231 cells only on LPA (10 μM) stimulation. **, *p* < 0.01 vs BlockIT transfected LPA stimulated 231 cells using unpaired two-tailed student *t*-Test. All values for results shown in panels D, E, F were the mean ± SD of 3 experiments.

To examine the direct link between LPA, ZEB1 and miR-21 expression, MDA-MB-231 cells were transfected with synthetic siRNAs against ZEB1 (Figure 4d). Silencing ZEB1 caused complete inhibition of LPA-induced miR-21 expression (Figure 4e) resulting in a significant increase in the mRNA levels of known miR-21 target genes *PTEN*, *PDCD4* and *SPRY2* (Figure 4f), suggesting that LPA might functionally impact on miR-21 activity through ZEB1.

LPA is known for activating different transcription factors, including cFos and STAT3, in different cell lines [19, 20], and this was confirmed in MDA-MB-231 and MDA-B02 cells (Figure 5a and 5b). Because these factors also are regulators of miR-21 expression we evaluated whether cFos and STAT3 could mediate LPA-induced miR-21 expression. Silencing cFOS or STAT3 using specific siRNAs in MDA-MB-231 cells (Figures 5c and 5d) did not alter LPA-induced miR-21 expression (Figures 5e and 5f).

**Figure 5:**
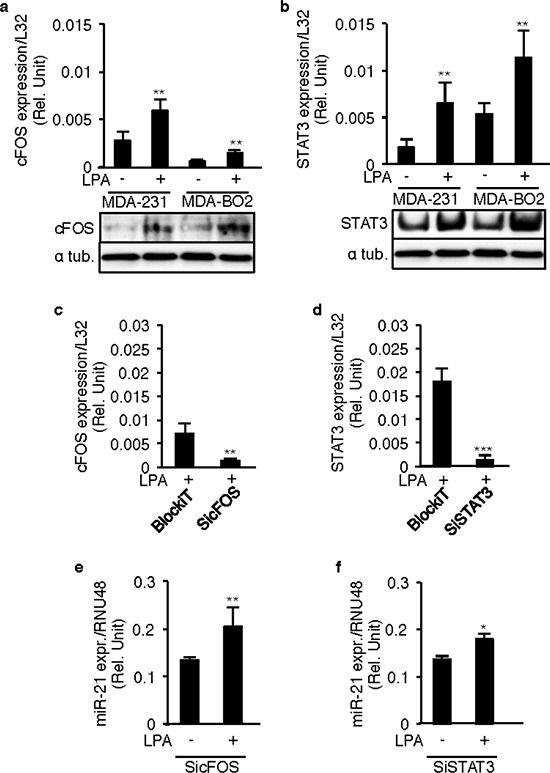
LPA-induced miR-21 expression is independent of STAT3 and cFOS **a.** cFOS, **b.** STAT3 mRNA and protein levels were quantified in MDA-MB-231 and MDA-BO2 cells by RT-QPCR on LPA (10 μM) stimulation. MDA-MB-231 cells were transiently transfected with synthetic SiRNA's against cFOS (SicFOS), STAT3 (SiSTAT3) and the control SiRNA (BlockiT) in presence of LPA (10 μM) and the **c.** cFOS and **d.** STAT3 levels were quantified to validate the efficacy of the SiRNA's. **e, f.** miR-21 levels were quantified in these SicFOS and SiSTAT3 transfected cells by taqman real time RT-PCR. *, *p* < 0.05, **, *p* < 0.01 ***, *p* < 0.001 using unpaired two-tailed student *t*-Test. All values were the mean ± SD of 3 independent experiments.

Altogether these results indicate that LPA induces miR-21 expression through an LPA_1_/PI3K/ZEB1-dependent pathway.

### LPA_1_ and ZEB1 mediate LPA-induced basal breast cancer migration and invasion in a miR-21-dependent manner

To examine the functional impact of the LPA_1_/ZEB1/miR-21 pathway on the metastatic activity of LPA on basal breast cancer cells we carried out wound healing migration assays and matrigel invasion assays. Transfecting MDA-MB-231 and Hs578T cells with antimiR-21, SiLPA1 or SiZEB1 alone impaired LPA-induced cell migration (Figure 6a, 6c, 6e) and invasion (Figure 6b, 6d, 6f) as compared to the cells transfected with the Negative Control (antimiR control) or BlockiT (SiRNA control). Remarkably, in all cases, impaired motility and invasion was rescued when cells were co-transfected with a mirVana miR-21 mimic. This suggested that the role of LPA in these metastatic processes was mediated by miR-21 through the expression of ZEB1, down-stream activation of LPA_1_.

**Figure 6:**
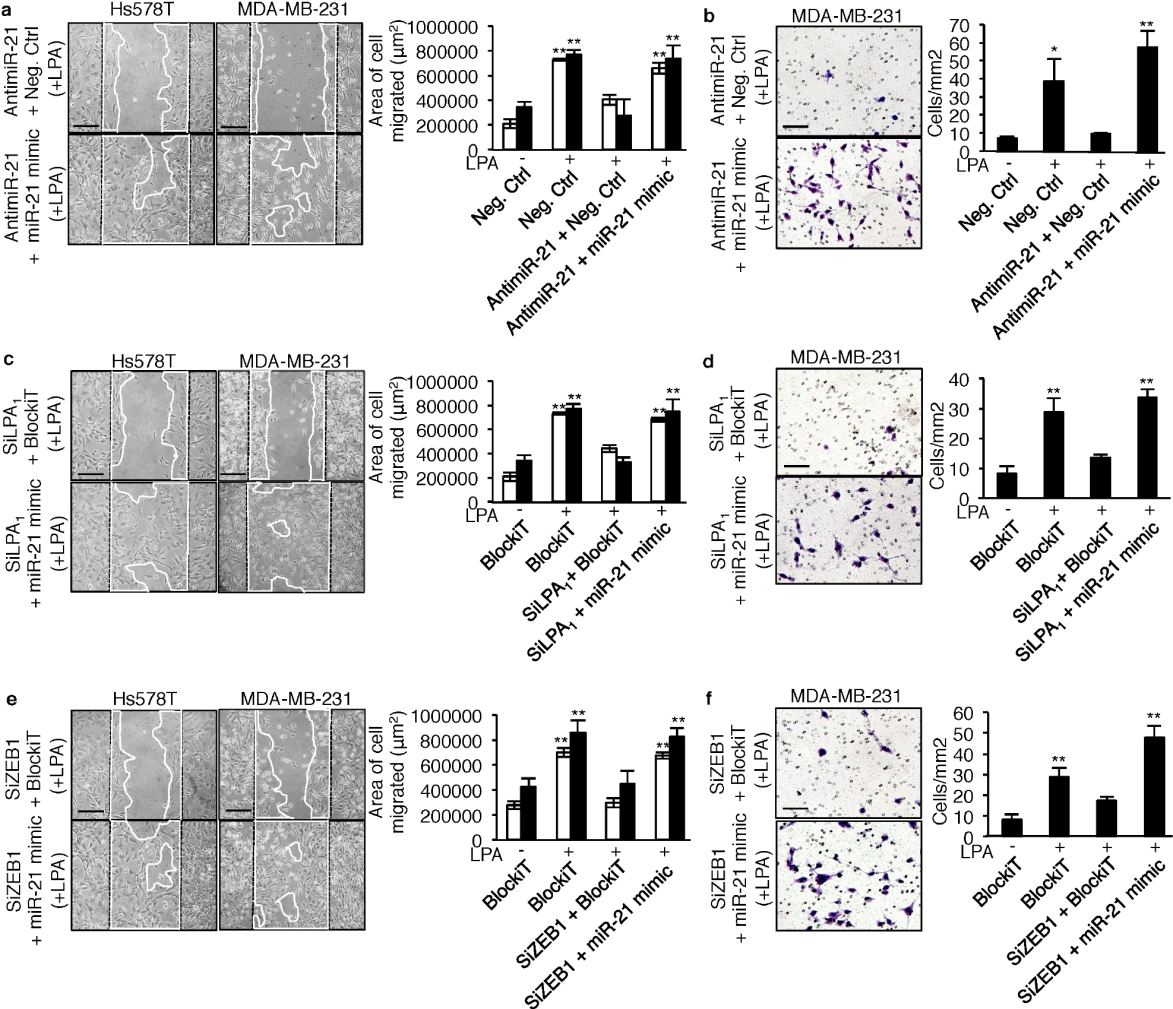
LPA-induced cell migration and invasion depend on miR-21 activity down-stream activation of LPA_1_ and ZEB1 Wound healing assay was performed on MDA-MB-231 (▀) and Hs578T (▀)cells transfected with **a.** negative control antimiR, antimiR-21+negative control antimiR and antimiR-21+miR-21 mimic; **c.** BlockiT, SiLPA_1_+BlockiT and SILPA_1_+miR-21 mimic and **e.** BlockiT, SiZEB1+BlockiT and SIZEB1+miR-21 mimic on LPA (1 μM) stimulation for which the representative images and the quantification of the area of cell migrated shown are at 24 h (for MDA-MB-231) and 48 h (for Hs578T) after wounding. The bar represents 200 μM. All values were the mean ± SD of 3 experiments. **, *p* < 0.01 vs unstimilated Neg.Ctrl AntimiR or BlockiT transfected MDA-MB-231 or Hs578T cells using one-way ANOVA with a Bonferroni pos*t*-test. For matrigel invasion assay 7.5 × 10^4^ MDA-MB-231 cells were transfected with **b.** negative control antimiR, antimiR-21+negative control antimiR and antimiR-21+miR-21 mimic; **d.** BlockiT, SiLPA_1_+BlockiT and SILPA_1_+miR-21 mimic; **f.** BlockiT, SiZEB1+BlockiT and SiZEB1+miR-21 mimic and were seeded on matrigel coated transwells and incubated for 24 h with LPA (1 μM) as chemo-attractant. Cell were fixed and stained with methanol and crystal violet and counted and photographed from 9 random fields from one insert. The representative images are shown. The bar represents 100 μM. All values were the mean ± SD of 3 experiments. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 vs Neg.Ctrl AntimiR or BlockiT using one-way ANOVA with a Bonferroni pos *t*-test.

### Basal breast cancer cell bone colonization depends on miR-21 downstream ZEB1 activation

Micrometastasis formation is a well-recognized poor prognostic marker in breast cancers [21]. Patients with tripe negative metastasize to bone and with a higher incidence to lungs and brain [12]. To examine the role of miR-21 during the early phase of breast cancer cell metastasis we used our mouse model of tumor cell colonization to bone (TCB) in which MDA-BO2.luc cells transfected with AntimiR-21 or Negative control were injected intravenously BALB/c nude mice. Cancer cells that colonized the bone marrow cavity were collected seven days post injection and expanded *in vitro* for two weeks in the presence of puromycin that kills non-tumoral cells. Counting of tumor clones revealed that silencing miR-21 decreased TCB clone number by 70% compared to control (*p* < 0.001). This result indicated that miR-21 drives basal breast cancer cell metastasis to bone (Figure 7a).

**Figure 7:**
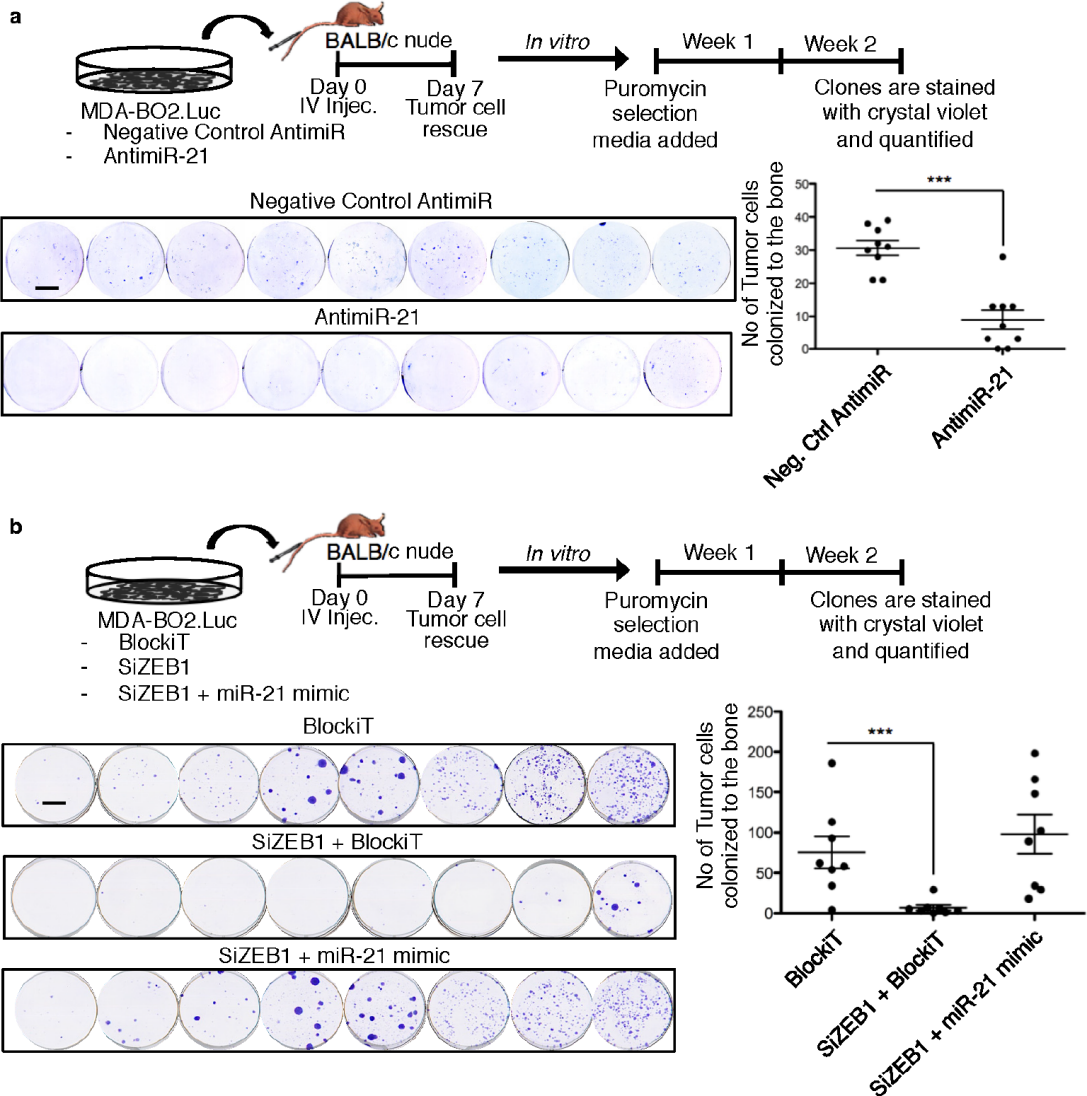
ZEB1 controls miR-21-dependent tumor cell bone colonization Tumor bone colonization experiment was performed using MDA-BO2.Luc cells transfected with **a.** Negative control antimiR or AntimiR-21; **b.** BlockiT or SiZEB1+BlockiT or SiZEB1+miR-21 mimic. The schema of the experiments are shown in the respective panels. The tranfected cells were injected intravenously through the tail vein. The picture of each well shown represents the bone marrow cells collected from one mice and cultured for 2 weeks in the presence of puromycin (1 μg/ml). Colonies corresponding to tumor cells that colonized to bone (TBC) were fixed and stained with 20% methanol-crystal violet (v/v) (scale bar: 1 cm). TBC colonies were counted. Results are expressed as mean of TBC (± S.E.M). ***, *p* < 0.001 versus mice injected with Neg.Ctrl AntimiR or Blockit transfected cells using two-tailed Mann Whitney test.

We next addressed the functional relationship between miR-21 and ZEB1 *in vivo* using the TCB mouse model. Mice were injected with MDA-BO2.luc cells transfected with BlockiT (control SiRNA) or SiZEB1+BlockiT or SiZEB1+miR-21 mimic. Silencing ZEB1 significantly impaired the TCB, as judged by a significantly decrease by 88% (*p* < 0.001) in the number of TCB clones compared to the control group. Interestingly, the inhibition in the TCB induced by silencing ZEB1 was abolished when the cells were previously co-transfected with miR-21 mimic. The number of TCB clones in the groups of mice injected with breast cancer cells transfected with SiZEB1+miR-21 mimic was not significantly different to those obtained with cells transfected with BlockiT (Figure 7b). These results indicated that ZEB1 regulates the TCB in a miR-21-dependent manner.

Finally we analyzed whether *LPAR1* levels might have an impact on metastasis recurrence in basal breast cancers. Among several publically available databases with representative breast cancer patient populations sub-classified in basal and non-basal tumors we used the GEO database GSE2603 that additionally provided clinical recording of different tissue metastases. As opposed to records of recurrence data to the lungs the number of bone metastasis events in these populations was too low for developing a comprehensive statistical analysis. However, using the median value of *LPAR1* level as cut-off in each population, the predictive value for lung metastasis-free survival of *LPAR1* levels was significantly different comparing the group of patients with basal tumors versus those with non-basal tumors. Patients with basal tumors but not with non-basal tumors expressing high *LPAR1* levels had a worse lung-metastasis-free survival (*P* < 0.05) (Figure 8a). These results suggested that *LPAR1* level could be considered as a new prognostic factor for patients with basal breast cancers.

**Figure 8:**
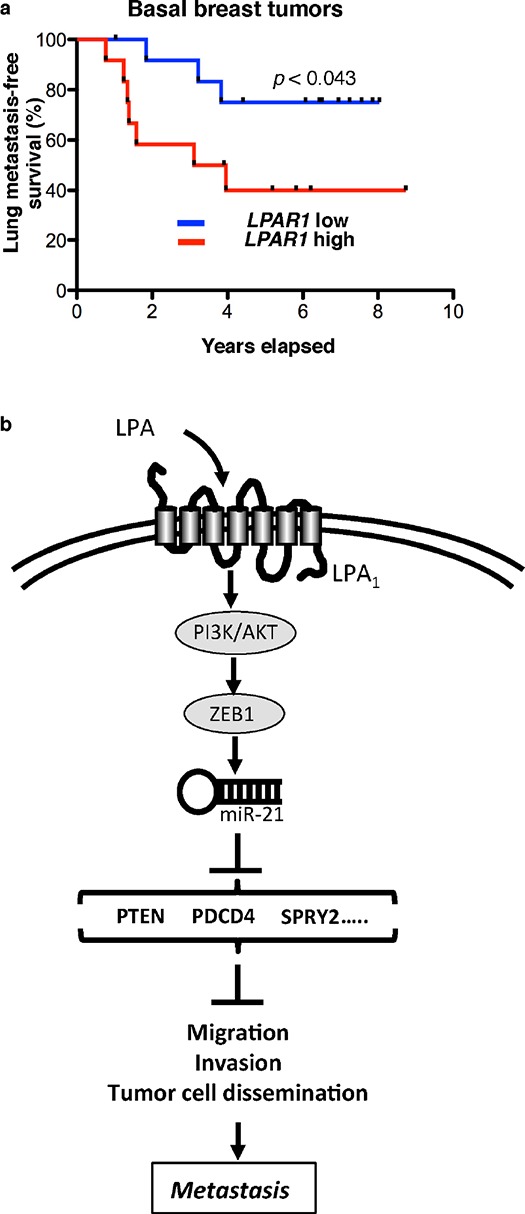
LPAR1 level is a predictive factor for lung metastasis recurrence in basal breast cancers Kaplan-Meier curves depicting 5 year lung metastases-free survival of **a.** 57 non basal breast cancer patients and **b.** 25 patients with basal breast cancer in primary breast tumor database GSE2603. Patients were divided into 2 groups based on the median of expression status of *LPAR1*. In the non basal breast tumor samples *p* < 0.039 versus LPAR1 high group and in the basal breast tumor samples *p* < 0.043 versus *LPAR1* low group using Gehan-Breslow-Wilcoxon test. **c.** Schematic diagram representing the mechanism of LPA-induced early steps of metastasis formation. Acting on LPA_1_ receptor LPA activates PI3K/AKT inducing ZEB1 expression and down-stream activation of miR-21 that by inhibiting the expression of anti-metastatic genes (PTEN, PDCD4, SPRY2) induces cell migration, invasion and metastasis dissemination.

## DISCUSSION

LPA exhibits complex mode of actions, due to multi-gene programs activated downstream of multiple LPA receptor subtypes that are frequently co-expressed in cells and tissues and having potential synergistic and opposite functions [1]. Integrating genetic and pharmacological approaches *in vitro* and *in vivo* we demonstrate that the pro-invasive activity of LPA on triple negative breast cancer cells depends on an LPA_1_/PI3K/ZEB1/miR-21 activation cascade.

Overexpression of other LPA receptors, LPA_2_ and LPA_3_, has been previously linked to the progression of breast cancers [4]. However, activated genes driving the oncogenic potential of these receptors have not been defined. As opposed to *LPAR1*, we did not observe significant correlations between *ZEB1* and *LPAR2* or *LPAR3* in publicly available breast cancer cell line databases. The strong correlation between *ZEB1* and *LPAR1* was most prominent in primary tumors of patients with basal breast cancers. Moreover, in addition to a higher prevalence of LPA_1_ expression in basal than in non-basal breast cancer cell lines, there was a significant correlation between *ZEB1* and *LPAR1* in cell line of basal subtypes but not of non-basal subtype. This suggests that controlling ZEB1 expression through LPA_1_ activation might have a functional impact on basal breast cancer behaviors. ZEB1 is a known driver of the epithelial-to-mesenchymal transition (EMT), conferring metastasis and drug resistance properties to epithelial cells and contributing to the poor clinical outcomes [22]. Therefore, mediators of ZEB1 might represent potential therapeutic targets for metastasis suppression. *In vitro*, inhibition of LPA_1_ expression using SiLPA_1_, or blocking its activity with the LPA_1/3_ antagonist Ki16425, significantly inhibited LPA-induced expression of ZEB1. Functional involvement of LPA_1_ in ZEB1 expression *in vivo* was supported by the effect of a short treatment with Ki16425 (5 days) of animals with pre-established skeletal metastases that markedly reduced ZEB1 expression in the tumor metastasis.

LPA_1_ is known to be responsible for LPA-induced cell mobility in both neoplastic and non-neoplastic cells [23]. Here, we demonstrate that specific silencing of LPA_1_ and ZEB1 inhibited the LPA-induced migration and invasion of basal breast cancer cell lines, supporting that ZEB1 is a downstream activated transcription factor of the LPA/LPA_1_ axis stimulating cell motility. Silencing ZEB1 leads to inhibition of bladder cancer cell migration and invasion [24]. In bladder cancer cells ZEB1 regulates vimentin, MMP2 and cytokeratins [24]. Interestingly, MMP2 gene expression correlates to *LPAR1* in human primary breast tumors (hit 23 in Table 1). Moreover, we recently identified a set of 74 early genes including *VIM* (the gene encoding vimentin) that are up-regulated in a LPA_1_-dependent manner in breast and prostate cancer cells stimulated with LPA [25](GEO Series accession number GSE56265). In addition, LPA-induced ZEB1 expression in basal breast cancer cells was mediated through a PI3K-dependent but not of a MEK1-dependent signaling pathway. In bladder cancer cells LY294002, a PI3K inhibitor, inhibits phosphorylation of AKT and GSK3β, and ZEB1 expression due to inhibition of β-catenin/transcription factor 4 (TCF4) complex binding and transcriptional activity on ZEB1 promoter [26]. Intriguingly, our analysis of the nine publically available databases of human primary breast tumors revealed that after ZEB1, TCF4 had the highest Spearman correlation coefficient to LPAR1 (hit 2 in Table 1). Altogether, these data suggest that activation of ZEB1 through the PI3K/AKT pathway might represent a general mechanism in LPA-induced cancer cell invasion and metastasis. In addition, phosphorylation of GSK3β might play a pivotal role in coordinating LPA signals dependent on Pi3K/AKT activation that mediate β-catenin/TCF4-induced ZEB1 expression.

Breast cancer dissemination involves multi-gene programs coordinated by transcription factors. MicroRNAs are post-transcriptional gene expression regulators that are also involved in breast cancer metastasis [27–29]. LPA triggers a series of 74 early genes directly through the activation of LPA_1_ in breast and prostate cancer cells [25]. 

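In the scaled scanner intensities, no miRNA was past the threshold with LPA in either direction. With the samples as labelled, and among the miRNAs above the floor on all 6 arrays, miR-99a-5p and miR-10a-5p had the largest rises and miR-30e-5p and miR-1268a the largest falls, all under 1.5-fold; this order rests on the labels of design 1, which are in doubt. In the authors' deposited table, by contrast, 38 miRNAs were higher with LPA and 0 lower, among them miR-29b-3p, miR-18a-5p and let-7i-5p. These calls take the table's columns of design 1 as labelled, which is in doubt as well. Most other miRNAs of the table were also higher.
Of the 166 miRNAs tested on the scanner intensities, 0 were higher and 0 lower at a limma adjusted p under 0.05, and at an unadjusted p under 0.05, 2 were higher and 1 was lower. The exact Mann-Whitney test, which the methods name for single comparisons, was run without array design and also called 0, but cannot go below 0.1 with 3 arrays against 3. An unpaired t-test without array design, which the paper's legends name for other panels, called 0 at p under 0.05 before and after adjustment. Without array design, the difference between the designs enters the spread within each group, so this result says little. In data simulated with the spread of these arrays, limma called 70.75% of the miRNAs changed by 0.5 on the log2 scale and 94% of those changed by 1. In each simulation, 20 miRNAs were changed at each of the sizes 0.5, 1 and 2 at once, which loosens the adjusted threshold. The simulated values were not raised to the floor again, and their noise was independent between miRNAs. These shares therefore do not give the power where few miRNAs change or for miRNAs near the floor, and they take the samples as labelled. miR-425-5p, one of the 2 higher miRNAs, had a log2 difference of 0.13 (standard error 0.02, limma adjusted p = 0.319), and miR-99a-5p, the other, one of 0.31 (standard error 0.10, limma adjusted p = 1). miR-10a-5p, miR-30e-3p and miR-149-5p were next by p among the rises, at 0.31, 0.12 and 0.04. The size of the leading rises depends on the signal used: miR-99a-5p had a log2 difference of 0.13 with the median signal minus local background and 0.06 with normexp, and miR-10a-5p one of 0.06 and one under 0.01. On design 2 alone, the log2 difference was 0.24 for miR-99a-5p, 0.27 for miR-10a-5p, -0.15 for miR-30e-5p and -0.40 for miR-1268a. miR-939-5p, miR-301a-3p, miR-940 and miR-1268a followed miR-20a-5p among the falls, at -0.33, -0.08, -0.27 and -0.21, and all of these missed the threshold. miR-30e-3p, miR-939-5p, miR-301a-3p and miR-940 lay at the floor on 3 arrays and miR-149-5p on 5, so their differences rest on 1 array design.
Of 14 miRNA families and classes with at least 3 members tested, none was past the threshold of limma's camera test. The lowest p was that of the miR-99/100 family, with a median log2 difference of 0.10 with array design in the fit (limma camera adjusted p = 0.344). The log2 difference of miR-99a-5p, miR-99b-5p and miR-100-5p was above 0 in that fit, while their plain group means were lower with LPA, and none was past the threshold. The family was past the camera threshold, upwards, with the total gene signal, quantile normalization, the mean of the probes and all miRNAs tested. The let-7 family had 5 members with a log2 difference above 0 and 4 below 0.
In the deposited table, miR-29b-3p had a log2 difference of 1.67, miR-18a-5p of 1.28, miR-19a-3p of 0.99 and let-7i-5p of 0.84, each with a limma adjusted p under 0.05 over 143 miRNAs. No family or class was past the camera threshold over these 143, while the miR-17 family and clusters and the let-7 family were past it upwards over all 182 miRNAs (limma camera adjusted p = 0.0493 and 0.0413), and the GC-rich or non-canonical miRNAs downwards with the columns centred (0.0293). Over all 182 miRNAs of the table, 157 had a log2 difference above 0 with array design in the fit, the median log2 difference was 0.47, and 0 were past the threshold, with 67 higher and 1 lower at an unadjusted p under 0.05. With each column of the table centred on its median, 0 of the 143 were past the threshold, with 7 higher and 7 lower at an unadjusted p under 0.05. The settings with all 182 miRNAs and with centred columns were chosen after seeing the data. From the rise of miR-21 that it read on these arrays, the paper went on to RT-qPCR of miR-21, where it reports a dose-dependent rise with LPA (Figure 3b). By RT-qPCR it also reports this rise in other basal cell lines, and its loss when LPA1 or ZEB1 was silenced. The paper followed miR-21 because miR-21 is known as an oncomiR.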

Here we showed that exposure to LPA for only 45 min up-regulates 36 microRNAs in MDA-MB-231 cells. We focused our attention on miR-21 because it is known to act as an oncomiR. High miR-21 expression is reported to promote invasion and proliferation of multiple cancer cell types, including breast [30, 31] [32–35]. Using a mouse model we confirmed that miR-21 controls breast cancer cell migration and invasion *in vitro*, and metastasis using tumor cell colonization of bone as an endpoint *in vivo*. Moreover, it has been determined that ZEB1 is an upstream regulator of miR-21 [36]. In this study we demonstrated that in human breast tumors there was a significant positive correlation between *LPAR1*, *ZEB1* and miR-21 and that in basal breast cancer cell lines ZEB1 regulates LPA-induced miR-21 expression through an LPA_1_/PI3K dependent mechanism.

We showed previously that blocking LPA_1_ activity inhibits early stage of breast cancer cell metastasis to lungs and bone, independently of cell proliferation and angiogenesis but through inhibition of cell motility and invasion [9]. Inhibiting *in vitro* miR-21 activity with the MirVana miR-21 inhibitor, or silencing LPA_1_ or ZEB1 independently resulted in a complete block of LPA-induced cell migration and invasion. In all cases, basal breast cancer cell functions were rescued by co-transfecting the cells with a miR-21 mimic molecule, indicating that LPA-induced basal breast cancer cell migration and invasion was regulated in a miR-21-dependent manner, down-stream of LPA_1_ and ZEB1 activations. This pathway might have a functional impact on the establishment of metastases as shown by the inhibition of micromedullar metastasis formation with silenced expression of ZEB1 that was rescued following introduction of mirVana miR-21 mimic.

Beside a strong significant correlation between high levels of *LPAR1* mRNA and the lymph node status from an unselected breast cancer population, we previously found that *LPAR1* levels did not predict metastasis recurrence [9]. Recent studies reported that growth of TNBC cells relies upon the pro-inflammatory cytokines IL-6 and IL-8, whose secretion is regulated by the LPA/NF-κB signaling cascade [37]. LPA_1_ is a well-known inducer of IL-6 and IL-8 secretions in ovarian and breast cancer cells [38, 39]. Here, based on the sub-classification of human breast tumors from publically available databases, we found for the first time that as opposed to non-basal breast cancer patients, expression levels of *LPAR1* predicted lung metastasis-free survival in TNBC patients.

Overall our results demonstrate functional relationships between ZEB1 and miR-21 driving LPA-dependent metastasis through LPA_1_ in basal breast cancers (Figure 8c). Our findings may have a major impact by identifying a potential target for development of new adjuvant therapies of triple-negative breast cancer patients to prevent metastatic recurrences.

## MATERIALS AND METHODS

### Cell culture and reagents

Human breast cancer cell lines MDA-MB-231 and Hs578T were obtained and cultured as recommended by American Type Culture Collection (ATCC; Gaithersburg, MD, USA). Characterization of MDA-MB-231/B02 (MDA-MB/B02) and MDA-BO2.Luc breast cancer cells and culture conditions were described previously [40]. Lysophosphatidic acid (1-oleoyl-2-hydroxy-*sn*-glycero-3-phosphate; 18:1) was obtained from Avanti Polar Lipids Inc, Alabama, USA. Ki16425 (LPA_1_/LPA_3_ antagonist) was obtained from Cayman chemicals, Michigan, USA. Wortmannin (PI3K inhibitor) and PD98059 (MEK1 inhibitor) were purchased from TOCRIS, R&D systems.

### Transfection

MDA-MB-231, MDA-BO2, MDA-BO2.Luc and Hs578T cells were transiently transfected with 50nM of mirVana miR-21 inhibitor (50 nM of mirVana miR-21–5p mimic, 50nM mirVana negative control, or 25nM of silencer select pre-designed SiRNA against LPAR1, ZEB1, FOS or STAT3 (all from Ambion, Life technologies), 25nM of BLOCK-iT Alexa fluor-555 as negative control (Invitrogen, Life technologies) using Lipofectamine RNAiMAX Reagent (Invitrogen, Life technologies) following the manufacturer's protocol. All siRNAs were composed of a pool of at least 2 differents siRNAs. The cells were used for *in vitro* or *in vivo* experiments 48 h post transfection.

### RNA extraction, reverse transcription, and real time RT-PCR

Total RNAs including miRNA were extracted using miRNeasy kit (QIAGEN). TaqMan microRNA assays (Applied Biosystems, Life Technologies) were used to quantify miR-21 and RNU-48 levels according to the manufacturer's recommendations. For gene expression analysis, cDNAs were synthesized using iScript cDNA Synthesis kit (Biorad) according to the manufacturer's protocol and real-time quantitative was performed using the SYBR Green PCR kit (Life technologies) using specific PCR primers (Table 2). Each PCR cycle consisted of 10s of denaturation at 95°C, 15s of annealing at 67°C, and 10s of extension at 72°C.

**Table 2:** Primer sequences

Name	Sequence 5′-3′
ZEB1-F	AGCAGTGAAAGAGAAGGGAATGC
ZEB1-R	GGTCCTCTTCAGGTGCCTCAG
STAT3-F	GCCAGAGAGCCAGGAGCA
STAT3-R	ACACAGATAAACTTGGTCTTCAGGTATG
cFOS-F	AGAATCCGAAGGGAAAGGAA
cFOS-R	CTTCTCCTTCAGCAGGTTGG
LPA1-F	AATCGAGAGGCACATTACGG
LPA1-R	CTGTAGAGGGGTGCCATGTT
LPA2-F	CGCTCAGCCTGGTCAAGACT
LPA2-R	TTGCAGGACTCACAGCCTAAAC
LPA3-F	GGAGGACACCCATGAAGCTA
LPA3-R	GGAACCACCTTTTCACATGC
LPA4-F	GCCTGCTACTCTGTCTCAAATTGG
LPA4-R	GCAAGGCACAAGGTGATTGG
LPA5-F	CTCGGTGGTGAGCGTGTACATG
LPA5-R	GCGTAGCGGTCCACGTTGAT
LPA6-F	AAATTGGACGTGCCTTTACG
LPA6-R	TAACCCAAGCACAAACACCA
PDCD4-F	TGGATTAACTGTGCCAACCA
PDCD4-R	TCTCAAATGCCCTTTCATCC
SPRY2-F	CCCCTCTGTCCAGATCCATA
SPRY2-R	CCCAAATCTTCCTTGCTCAG
PTEN-F	ACCAGGACCAGAGGAAACCT
PTEN-R	GCTAGCCTCTGGATTTGACG
L32-F	AGGAGCTGGAAGTGCTGC
L32-R	CAGCTCTTTCCACGATGGC

### miRNA microarray analysis

miRNA from cells were isolated using miRNeasy kit (QIAGEN). Total RNA (100 ng) was directly labeled with Cyanine-3-labeled and array hybridized for 20 h using miRNA complete labeling and hybridization kit (Agilent). The arrays were washed with gene expression wash buffer kit (Agilent) and read with High-resolution microarray scanner (Agilent). The data was extracted using Agilent feature extraction software (Agilent v11.5.1.1). The data were normalized by spike labelling. The median fluorescent intensities were obtained after subtracting background. To identify differential miRNA expression between samples, the median fluorescent intensities were normalized using the median expression values within the array and log2 values analyzed. 

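The overall miRNA level differed between arrays. Before scaling, miRNAs of the arrays labelled LPA were lower than those labelled unstimulated on design 1 and higher on design 2. They were higher on both designs in the deposited table, with its columns as labelled.
The median signal of the 107 miRNAs detected on all arrays was 159.5, 134 and 126 on the arrays labelled unstimulated replicates 1, 2 and 3, and 118, 193 and 187 on those labelled LPA replicates 1, 2 and 3. The median log2 difference between LPA and unstimulated arrays was -0.25 on design 1 and 0.58 on design 2. The labelling spike-in, RNA added to each sample in the same amount, differed by 0.04 and 0.13 on the log2 scale.
The median of the deposited table over its 182 miRNAs was 0.772, 0.758 and 0.988 for unstimulated replicates 1, 2 and 3, and 1.12, 1.43 and 1.36 for LPA replicates 1, 2 and 3. The median log2 difference over the 143 miRNAs also tested on the scanner intensities was 0.44 on design 1 and 0.57 on design 2. The table is on a linear scale and its columns are not centred on their own medians. The paper states that intensities were normalized on the median within the array; which miRNAs that median was taken over is not shown by the table, whose own column medians differ from 1. The values of design 1 do not settle which sample each column holds.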

Data was deposited on Gene expression omnibus, the accession code is GSE64100.

### Western blot analysis

Cells lysates were loaded on a 7% Tris-acetate gel (Invitrogen) and subjected to electrophoresis under reducing conditions. After electrophoresis proteins were transferred onto Immobilon transfer membrane (MerckMillipore) and membranes were incubated with anti-ZEB1 (Abnova), anti-cFOS (Santa Cruz Biotech.), anti-STAT3 (Santa Cruz Biotech.) or anti-α-tubulin (Sigma-Aldrich) antibodies. Detection of bound antibodies was performed using horseradish peroxide (HRP)-conjugated donkey anti-rabbit and anti-mouse secondary antibodies (Amersham; 1/2000 dilution) and with enhanced chemiluminescence detection system (Perkin Elmer LAS Inc).

### Wound healing and invasion assays

Confluent cell culture monolayers were cells scratched using a 10ul tip. Cells were washed with PBS to remove all the debris and incubated for 24 h (MDA-MB-231 cells) or 48 h (Hs578T cells) with serum-free media supplemented with LPA (1 μM). Images were then captured using NIKON Coolpix 990 camera attached to a microscope and the area of cells migrated were tabulated using Morpho-expert software (Explora-nova). Cancer cell invasion across a Matrigel layer was performed as previously described [41]

### Immunohistochemistry

The tumor bearing hind limbs were fixed and embedded in paraffin. Five μm sections were de-paraffinized in methylcyclohexan, hydrated through a graded series of ethanol, then immersed in a peroxidase blocking reagent (DakoCytomation) 5 min. Sections were incubated with normal goat serum for 30 min and incubated overnight at 4°C in humid chambers with primary antibody to Ki67 (dilution1:25) or to human ZEB1 (Abnova, PAB19268, dilution 1:300). The slides were incubated with biotinylated polyclonal rabbit anti-rat immunoglobulin (DakoCytomation) for 45 min. After washing, the slides were treated with peroxidase-conjugated streptavidin (DakoCytomation) for 45 min and developed by addition of a solution of 3, 39-diaminobenzidine tetrahydrochloride (DakoCytomation). Light counterstaining was performed with Mayer's hematoxylin.

### Animal experiments

Mice used in experimental procedures at the Université Claude Bernard Lyon1 (Lyon, France) were handled according to the rules of Décret N° 87–848 du 19/10/1987, Paris. The experimental protocol have been reviewed and approved by the Institutional Animal Care and Use Committee of the Université Claude Bernard Lyon-1 (Lyon, France). BALB/C nude mice purchased from Janvier Labs (Le Genest-Saint-Isle, France), 4 weeks of age, were housed under barrier conditions in laminar flow isolated hoods. Autoclaved water and mouse chow were provided *ad libitum*. Animals were carefully monitored for established signs of distress and discomfort and were euthanized when these were confirmed.

The institutional committee approving the experiments, including details regarding animal welfare are indicated in Supplementary Information 1. For the breast cancer cell colonization to bone (TCB) experiments, transfected MDA-B02.Luc cells were injected intravenously to BALB/c nude mice as previously described [42]. Seven-days post injection, mice were sacrificed and hind limbs were collected, dissected. Bones were minced and treated with 300μL of gentle collagenase/hyaluronidase (Stem cell technologies) for 2 h at 37°C. The cell suspension was washed with phosphate buffer saline (PBS), plated in wells of a 6 well plate in complete culture media supplemented with puromycin (1 μg/mL). After 2 weeks clones of tumor cells that had colonized bone (TCB) were fixed and stained in 50% (v/v) methanol containing 0.05% (w/v) crystal violet and enumerated. For experiments on established osteolytic lesions, animals were injected with MDA-B02.Luc cells as previously described [40] and evidences of metastasis formation were determined by bioluminescence imaging (Nightowl, Berthold, Germany) and X-ray analyses (MX-20; Faxitron X-ray corporation). Metastatic animals were then treated once daily for 5 days with 20 mg/kg Ki16425 or the vehicle.

### Microarray correlation analysis

To identify genes correlated with *LPAR1* we calculated the coefficient of correlation values of *LPAR1* for all genes covered by the given microarray platform across 9 publically available breast tumor datasets (Gene Expression Omnibus (GEO) accession numbers: GSE2109, GSE5460, GSE1456, GSE2034, GSE12276, GSE3494, GSE2603, GSE7390, GSE16391) using R2 genomics analysis and visualization platform. The list of genes in the descending order of coefficient of correlation was generated after averaging the values across all 9 databases. Publicly available gene expression data obtained from three independent studies comprising in total 138 luminal and 75 basal breast carcinoma samples were retrieved from the GEO (accession numbers: GSE20685, GSE21653, and GSE1456). Microarray data were generated on Affymetrix HG-U133Plus2.0 or Affymetrix HGU133A arrays, respectively, and were simultaneously normalized by robust multi-array average (RMA) using custom brainarray CDF files (v17 ENTREZG) yielding one optimized probeset per gene as previously described [43]. *LPAR1* and *ZEB1* expression data from 51 breast cancer cell lines was extracted using BIOGPS online tool from GSE12777 data set. The cell lines were classified as luminal (*n* = 27) and basal (*n* = 24) subtypes.

### Statistical analysis

Analysis of correlation and computation of linear regression of the data were performed using GraphPad Prism v5.0c software. Differences between groups were determined by 1-way ANOVA followed by Bonferroni pos*t*-test. Single comparisons were carried out using non-parametric Mann-Whitney test. Kaplan-Meier analysis for 5 year lung metastases-free survival of 25 patients with basal (triple negative) breast cancer was performed using the GSE2603 dataset. Microarray transcriptomic data was normalized by robust multi-array average (RMA) using R-package yielding one optimized probeset per gene. Patients were divided in 2 groups based on the median of the expression of *LPAR1*. Gehan-Breslow-Wilcoxon test was performed to calculate the *p* value. *p* < 0.05 was considered statistically significant.

## SUPPLEMENTARY FIGURES

# Supplementary material for: The LPA1/ZEB1/miR-21-activation pathway regulates metastasis in basal breast cancer
**Source:** Oncotarget. 2015 Apr 27;6(24):20604–20. doi: 10.18632/oncotarget.3774
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES

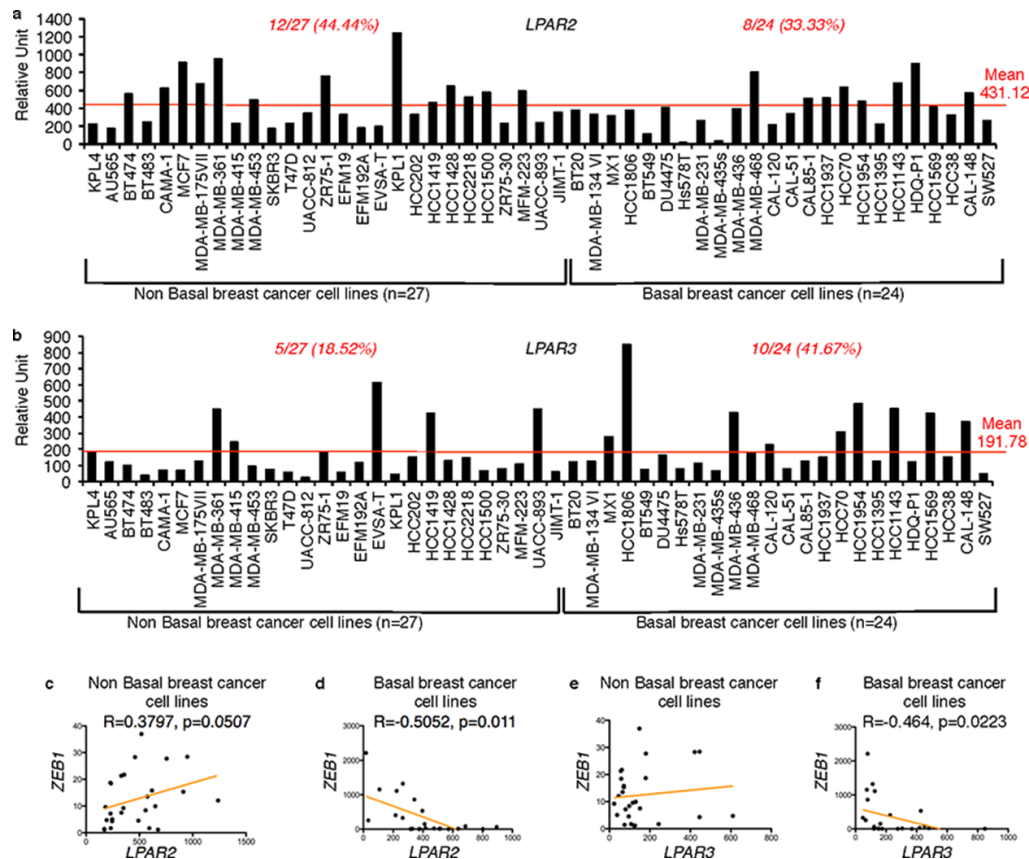

**Supplementary Figure S1: *LPAR2* and *LPAR3* do not correlate positively to *ZEB1* in basal breast cancer cell lines.**

**a. *LPAR2*** and **b. *LPAR3*** expression data from 51 breast cancer cell was extracted using BIOGPS online tool from GSE12777 data set, sub-classified into non basal ( $n = 27$ ) and basal ( $n = 24$ ) subtypes. The scatter plots are also shown for the correlation between *LPAR2* and *ZEB1* for both the **c.** non basal ( $n = 27$ ;  $r$  Spearman = 0.379;  $p = 0.0507$ ) and **d.** basal ( $n = 24$ ;  $r$  Spearman = 0.43;  $p = 0.011$ ) subtypes of human breast cancer cell lines and the correlation between *LPAR3* and *ZEB1* for both the **e.** non basal ( $n = 27$ ;  $r$  Spearman = -0.020;  $p = 0.908$ ) and **f.** basal ( $n = 24$ ;  $r$  Spearman = 0.464;  $p = 0.0223$ ) subtypes of human breast cancer cell lines.

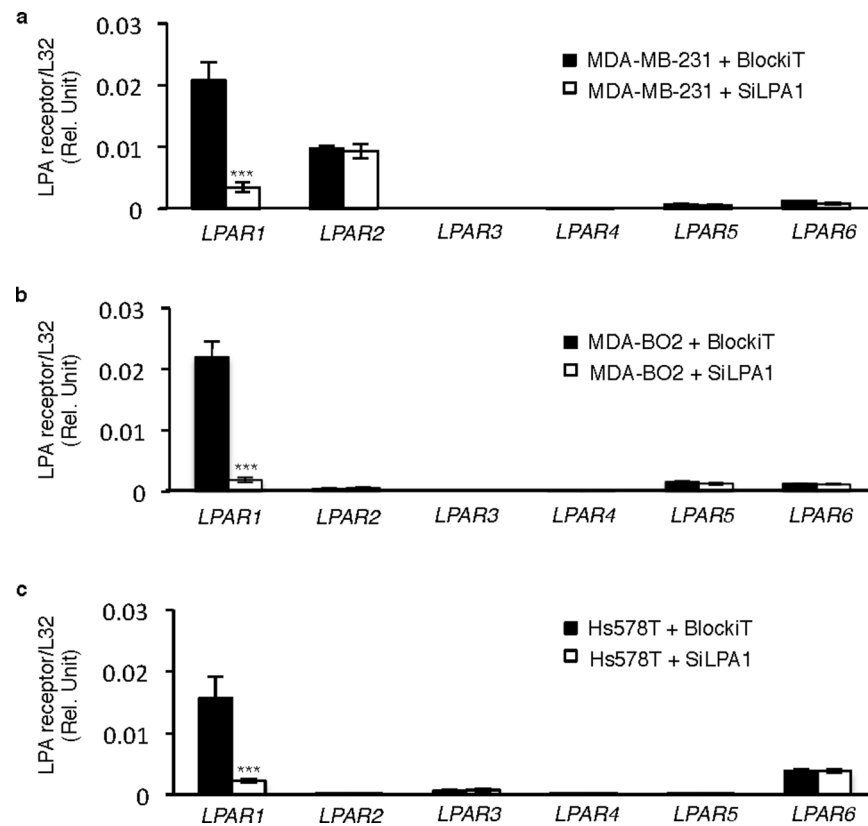

**Supplementary Figure S2: Silencing LPA<sub>1</sub> expression in basal human breast cancer cells does not alter the expression of the other LPA receptors.** Screening of LPA receptors was performed on **a.** MDA-MB-231, **b.** MDA-BO2 and **c.** Hs578T cells transfected with SiLPA<sub>1</sub> and BlockiT on LPA stimulation (10  $\mu$ M) \*\*\*,  $p < 0.001$  vs BlockiT transfected cells using unpaired two-tailed student  $t$ -Test. All values were the mean  $\pm$  SD of 3 experiments.

How the deposited data were processed for this re-analysis (not part of the article)

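miRNAs were measured in MDA-MB-231 cells, 3 samples unstimulated and 3 exposed to 1 μM LPA for 45 min, each on 1 Agilent 1-colour array. The conditions and replicate numbers were taken from the sample labels. The following were fixed before the data were examined: the tests and their covariates, the alternatives to be tried, and the lists of miRNA families and classes. The rule for the miRNAs named in the text was fixed then too. It takes every miRNA that the paper names or that its heat map shows, the other arm of miR-21, the miRNAs past the threshold with the largest changes or, as none was, the 5 with the smallest p in each direction, and up to 4 of the most abundant members of a list whose result is given.

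The authors' scanner files hold intensity values that Feature Extraction wrote, version 10.7.3.1 for the 3 arrays of design 1 and 11.5.1.1 for the 3 arrays of design 2; the processed intensity had been background-subtracted and detrended over the array, and not scaled between arrays. The authors' deposited table holds a linear ratio for each of 182 miRNAs on each array. The paper's methods say that intensities were normalized by labelling spike and by the array's median, and do not give the filter that left 182 miRNAs.

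From the intensities, control features and features marked as outliers were left out, and the median over the features of a probe was taken. Only the 2362 probes present on both designs were used, each with the same sequence on both; they cover 848 miRNA names. Each miRNA was represented by the probe with the highest mean over all arrays. Among 63 miRNAs with at least 2 probes above the floor on all arrays, 0 had probes whose log2 differences lay over 0.5 apart. This limit is wide, as the log2 differences of the tested miRNAs lay between -0.33 and 0.31. The median range between the probes of a miRNA was 0.06. Signals were scaled on each array's median over the 107 miRNAs detected on all arrays. They were then raised to 1 floor, the highest over arrays of percentile 1 of the scaled signal among detected miRNAs, which corresponds to a signal of 19.3 to 31.6 depending on the array, and put on the log2 scale. Detection was Feature Extraction's own call.

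The 166 miRNAs detected on at least 3 of the 6 arrays were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with array design as covariate, 3 residual degrees of freedom and Benjamini-Hochberg adjustment. On 41 of the 166 every array lay at the floor, so that these have no spread. They enter limma's estimate of the common spread, and the fit without them is among the alternatives. Lists of miRNAs were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry beside it. Single miRNAs were also compared by exact permutation, without array design. The procedure was tested on simulated data with the real means, spreads and design, in 20 simulations. In each, 20 of the 125 miRNAs not at the floor on all arrays were changed by each size, all at once. Noise was normal and independent between miRNAs, and the simulated values were not raised to the floor again. Of the miRNAs changed by 0.5, 1 and 2 on the log2 scale, 70.75%, 94% and 99.75% were called, and 2% of unchanged ones. With so many changed together the adjusted threshold is looser, so these shares do not give the power where few miRNAs change. Nor do they give it for miRNAs near the floor. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the figure.

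The alternatives changed the following choices, 1 at a time unless said otherwise: the signal, the scaling, the floor, the filter on dim miRNAs, the probe rule, the treatment of array design, slide and scan date, the pairing by replicate number, the test, the threshold and each array left out. The exact Mann-Whitney test, which the methods name for single comparisons, and an unpaired t-test, which the paper's legends name for other panels, also left out array design. The deposited table was one of the alternatives, tested as log2 values over the 143 of its miRNAs that were also tested on the intensities, so that signal, scaling, floor and the set of miRNAs changed together. Added after seeing the data were the table over all its miRNAs, the table with its columns centred, and the fit without miRNAs at the floor on all arrays. The number of arrays limits the precision of every value. The paper's RT-qPCR and tumor data have no files here and were not analysed.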

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

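No miRNA was past the limma threshold in either direction in 23 of the 27 alternatives chosen in advance. Of these 23, slide and scan date as block gave the same fit again, as both coincide with array design, and the exact Mann-Whitney test could not pass with 3 arrays against 3. The largest of the 4 exceptions was the authors' deposited table, with 38 miRNAs higher and 0 lower. Within array design 2, which holds 1 unstimulated array, assumed to vary like the LPA arrays, 3 were lower (miR-29b-1-5p, miR-342-3p and miR-574-3p); each had both LPA arrays at the floor, which leaves almost no spread, so these calls carry no weight. Leaving out each array in turn gave 0 to 2 higher and 0 to 1 lower: without unstimulated replicate 3, 2 were higher (miR-30e-3p and miR-149-5p), and without LPA replicate 1, 1 was lower (miR-939-5p); each of these lay at the floor on 3 or more of the 6 arrays, and both fits rest on 1 design with a single array of 1 group, assumed to vary like the others. At an unadjusted p under 0.05, 2 were higher and 1 was lower. Without the 41 miRNAs at the floor on all arrays, 0 of 125 were past the threshold, with 2 higher and 0 lower at an unadjusted p under 0.05.

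The log2 difference of miR-21-5p stayed between -0.08 and 0.15 in every alternative from the scanner signals, the upper end being the signals with no scaling between arrays. The deposited table gave 1.14, past the threshold over 143 miRNAs, 1.14 and not past it over all 182, and 0.63 with the columns centred. Its place by log2 difference moved from 68 of 166 to 107 with the total gene signal and with scaling on the 75th percentile, 19 with the median signal minus local background, 26 with normexp, 41 with a floor 4 times higher, 42 without array design as covariate and in the t-test and the exact Mann-Whitney test, which also leave it out, 131 within design 1, 34 within design 2 and 29 to 131 with 1 array left out. Its place in the deposited table was 10, 20 over all 182 and 10 with the columns centred.

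The count of Figure 3a miRNAs with a log2 difference above 0, 17 with array design in the fit, became 3 with the total gene signal, 2 with scaling on the 75th percentile, 26 with no scaling, and 8 without array design as covariate, which is the count by plain group means, also in the t-test and in the exact Mann-Whitney test. It became 34 in the deposited table, 36 over all its miRNAs and 27 with its columns centred. Past the threshold were 22 in the deposited table and 0 in every other alternative. The cause of these changes was not tested, except for the deposited table, which is weighed among the other observations. The log2 difference was above 0 and past the threshold in the deposited table, and below 0 in the scaled scanner signals, for miR-96-5p (1.13), miR-324-5p (1.00), miR-29c-3p (0.88), miR-19b-3p (0.72), miR-27a-3p (0.87), miR-98-5p (1.02), miR-26b-5p (0.87), miR-15a-5p (0.80), miR-20a-5p (0.74) and miR-30e-5p (0.77). These scanner signs take design 1 as labelled, which is in doubt; on design 2 alone 6 were above 0 and 4 below.

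The number of lists past the camera threshold was 0, and became 1 with the total gene signal, the median signal minus local background, scaling on the 75th percentile, quantile normalization, the mean of the probes and within design 2, 2 without array design as covariate, 0 to 1 with 1 array left out, and 7 with all 848 miRNAs tested, most of which lie at the floor. It was 2 in the deposited table over all its miRNAs and 1 with the columns centred. The miR-99/100 family was the one past it, upwards, with the total gene signal (adjusted p = 0.0124), quantile normalization (0.00107) and the mean of the probes (0.0258), and it was among the 7 with all miRNAs tested (1.76e-09), so its side of the threshold depends on the processing. The median signal minus local background called the miR-23/27/24 clusters upwards, and scaling on the 75th percentile the let-7 family downwards. The miR-29 family was lower without unstimulated replicate 3 and higher within design 2.

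Neither the labels nor the paper pair the samples by replicate number, and the deviations from the group means cannot show it: same-numbered samples correlated at 0.876, -0.938 and 0.948 across miRNAs for replicates 1, 2 and 3, and these signs follow array design, which replicates 1 and 3 share and replicate 2 does not. With the replicate block, 0 miRNAs were past the threshold and the log2 difference of miR-21-5p was -0.03, in place 125. Scaling on the median over all probes could not be run, because that median was 0 or below on some arrays. The t-test, which the paper's legends name for other panels, and the exact Mann-Whitney test have no test of lists. Signals near the background limit the miRNAs at the floor, 4 of those of Figure 3a among them. The settings on the deposited table over all miRNAs and with centred columns, and the fit without miRNAs at the floor, were chosen after seeing the data.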

Differences from the paper's values

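The paper's text gives 36 miRNAs up-regulated by LPA, and 0 were higher at a limma adjusted p under 0.05 in the scaled scanner signals with array design in the fit. The paper's statistics section gives p under 0.05 as its general threshold and the Mann-Whitney test for single comparisons, and its text does not say which test or threshold this count rests on; the exact Mann-Whitney test of 3 arrays against 3 cannot go below 0.1. Among the alternatives set before the data were examined, the authors' deposited table gave 38 and comes within 1.5 times of the paper's value. Every other one gave 0, apart from the unadjusted p under 0.05 and the fit without unstimulated replicate 3, with 2 each, and none of these comes near. The 38 of the deposited table are near in count alone, as 22 of them were among the miRNAs of the heat map. They were called over the 143 table miRNAs also tested on the scanner signals, which is not the authors' own set. The deposited table over all its 182 miRNAs, chosen after seeing the values, gave 0 past the threshold, with 67 higher at an unadjusted p under 0.05.

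The heat map draws about 36 miRNAs as higher with LPA (Fig. 3a, read by eye), and 17 of those had a log2 difference above 0 in the scaled scanner signals with array design in the fit, and 8 by plain group means. Of the alternatives set before the data were examined, the deposited table, with 34, and the signals with no scaling between arrays, with 26, come within 1.5 times of it, and the others, from 2 to 22, do not. Of the alternatives chosen after seeing the values, the deposited table over all 182 miRNAs gave 36 of 36, and with the columns centred it gave 27 of 34. The deposited table called 22 of these miRNAs that the scaled scanner signals did not.

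The paper places miR-21 among the miRNAs that LPA raised most. In the scaled scanner signals its log2 difference was 0.01, in place 53 of the 97 miRNAs above the floor on all arrays, with the samples as labelled; the labels of design 1, which are in doubt, bear on this place. The deposited table, also with its columns as labelled, gave 1.14, in place 10 of 143 and in place 20 of all 182. Of the miRNAs of the heat map, 16 were among the 36 with the largest log2 difference in the table. The paper names version 11.5.1.1 of the extraction software, which the arrays of design 2 carry, while those of design 1 carry version 10.7.3.1.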

Other observations

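Every test below was chosen after the result was seen, apart from the other splits of the arrays and the tests of the lists of miRNAs.

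Of the 10 splits of the 6 arrays into 3 and 3, 9 can be fitted with array design as covariate, and the remaining one is the array design itself. In the scaled scanner signals the real split gave 0 miRNAs past the threshold and the highest of the others gave 1, so all 9 gave at least as many. On the deposited table the split as labelled gave 38 and the highest of the others 0, so 1 split, the labelled one, reached that count. The labels of design 1 are in doubt here too. With 9 splits the share cannot fall under 0.05, so they are too few to say whether chance is excluded.

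On design 1, the deposited table and the scanner signals differed between replicates in opposite ways. The difference between LPA replicate 1 and unstimulated replicate 1 correlated at r = -0.856 across 107 miRNAs between both sources, which are not independent replicates, against 0.544 to 0.622 for the pairs of arrays of design 2. The table's column for LPA replicate 1 followed the array labelled unstimulated replicate 1 best, and the column for unstimulated replicate 1 followed the array labelled LPA replicate 1 best (r = 0.610). An exchange of labels in one of the sources is a candidate explanation. The order of the other arrays of design 1 stays open, since 2 orders fitted about alike (r = 0.766 and 0.757, over the arrays of the design together). Whether a source is mislabelled, and which, stays open too. The paper's RT-qPCR runs upwards for miR-21, which does not settle it.

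miR-21-5p was higher with LPA in the deposited table and not in the scaled scanner signals. On design 2, 0.213 of the table's log2 difference was left once each column's median was taken off (0.73 before and 0.16 after), so an overall level of the arrays that the table keeps may account for most of it there. On design 1, 0.718 of it was left (1.55 before and 1.11 after), which argues against this explanation for that design. Exchanged labels do not account for the whole of it either: the scaled log2 signal of miR-21-5p on the array labelled unstimulated replicate 1 lay 0.23 above the mean of the other arrays of design 1, well under 1.11. On the arrays of design 1 the scaled log2 signal of miR-21-5p ran only from 6.34 to 6.63. No assignment of labels to these arrays can therefore give a difference of 1.11. As the table and the scanner signals come from the same arrays, this argues against an effect of LPA as the whole source of the table's rise on design 1. What else raised miR-21-5p in the table there stays open, a step of the authors' processing that the files do not hold among the possibilities.

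With its columns as labelled, most miRNAs were higher with LPA in the deposited table, 157 of 182. The labelling spike-in differed by 0.13 on the log2 scale on design 2, against a median of 0.57 for the table's miRNAs, which argues against labelling efficiency as the cause there. With each column centred on its median, 0 miRNAs were past the threshold, and the log2 difference of miR-21-5p went from 1.14 (standard error 0.23) to 0.63 (standard error 0.25). Centring takes the same 0.51 off the log2 difference of every miRNA, which is more than most standard errors, so it ends calls by construction: over the 38 the median log2 difference went from 0.84 to 0.33 and the median standard error from 0.17 to 0.18. The end of the calls therefore does not show whether a factor common to all miRNAs of an array underlies them, and that stays open. The biological explanation, that LPA raises most miRNAs per amount of total RNA, stays open: the median of the unscaled scanner signals was higher with LPA on design 2 (0.58) and lower on design 1 by its labels (-0.25), and the doubt about those labels keeps the explanations from being told apart.

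The 14 lists with at least 3 members tested went no single way, and none was past the camera threshold; higher and lower refer to the log2 difference with array design in the fit. With an estimated correlation, and with fry, none was either. The miR-17 family and clusters had 5 members higher and 6 lower (median log2 difference -0.02, camera adjusted p = 0.434), with 1 of its 11 members past the threshold when adjusted over the list alone, miR-20a-5p, which was lower. The miR-30 family had 2 higher and 3 lower (median -0.05, adjusted p = 0.434). Of the GC-rich or non-canonical miRNAs, 4 were higher and 7 lower (median 0, mean -0.03, adjusted p = 0.434). The adjusted p was 0.646 for the miR-15/16 family (median 0.03), the miR-23/27/24 clusters (median 0.03), the miR-221, miR-222 and miR-181 families (median 0.07), the miR-29 family (median -0.10) and the miRNAs that respond to growth factors, CREB or AP-1 (median 0.05). It was 0.858 for the let-7 family, miR-26 and miR-101 (median 0, mean 0.01, camera direction downwards), the pro-metastatic miRNAs (median 0.02), the anti-metastatic miRNAs (mean -0.01) and the p53 and hypoxia miRNAs (median -0.02). The miR-200 family, miR-103 and miR-107, and the miRNAs of blood cells and of muscle, liver and neurons had fewer than 3 members tested and no test. No miRNA was detected on all 3 arrays of 1 group and on none of the other.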
